# MaizeCODE reveals bi-directionally expressed enhancers that harbor molecular signatures of maize domestication

**DOI:** 10.1038/s41467-024-55195-w

**Published:** 2024-12-30

**Authors:** Jonathan Cahn, Michael Regulski, Jason Lynn, Evan Ernst, Cristiane de Santis Alves, Srividya Ramakrishnan, Kapeel Chougule, Sharon Wei, Zhenyuan Lu, Xiaosa Xu, Umamaheswari Ramu, Jorg Drenkow, Cassidy Danyko, Melissa Kramer, Arun Seetharam, Matthew B. Hufford, W. Richard McCombie, Doreen Ware, David Jackson, Michael C. Schatz, Thomas R. Gingeras, Robert A. Martienssen

**Keywords:** Epigenomics, Histone post-translational modifications, Plant domestication, Transcriptional regulatory elements

## Abstract

Modern maize (*Zea mays* ssp. *mays*) was domesticated from *Teosinte parviglumis* (*Zea mays* ssp. *parviglumis*), with subsequent introgressions from *Teosinte mexicana* (*Zea mays* ssp. *mexicana*), yielding increased kernel row number, loss of the hard fruit case and dissociation from the cob upon maturity, as well as fewer tillers. Molecular approaches have identified transcription factors controlling these traits, yet revealed that a complex regulatory network is at play. MaizeCODE deploys ENCODE strategies to catalog regulatory regions in the maize genome, generating histone modification and transcription factor ChIP-seq in parallel with transcriptomics datasets in 5 tissues of 3 inbred lines which span the phenotypic diversity of maize, as well as the teosinte inbred TIL11. Transcriptomic analysis reveals that pollen grains share features with endosperm, and express dozens of “proto-miRNAs” potential vestiges of gene drive and hybrid incompatibility. Integrated analysis with chromatin modifications results in the identification of a comprehensive set of regulatory regions in each tissue of each inbred, and notably of distal enhancers expressing non-coding enhancer RNAs bi-directionally, reminiscent of “super enhancers” in animal genomes. Furthermore, the morphological traits selected during domestication are recapitulated, both in gene expression and within regulatory regions containing enhancer RNAs, while highlighting the conflict between enhancer activity and silencing of the neighboring transposable elements.

## Abstract (web summary)

MaizeCODE maps active regulatory regions tied to maize domestication traits in a diverse panel of tissues and inbreds. It reveals bi-directional enhancer RNAs and the molecular conflicts between activity and silencing of non-coding regions.

## Introduction

Modern maize (*Zea mays* ssp. *mays*) is the result of domestication from its ancestor teosinte *parviglumis* (*Zea mays* ssp. *parviglumis*), with subsequent introgressions from teosinte *mexicana* (*Zea mays* ssp. *mexicana*)^1–6^. Domestication traits include increasing the number of kernels per ear, limiting tillering, removing the hard fruitcase and preventing the kernels from disarticulating upon maturation^3^. The genetic study of the domestication process has led to the identification of many key regulators, mostly transcription factors (TFs), responsible for some of these traits. The most important of these regulatory genes is *TEOSINTE BRANCHED (TB1)*, which encodes a TF with a basic helix-loop-helix DNA binding domain^7,8^ that defines the TCP family of TFs (TEOSINTE BRANCHED, CYCLOIDEA, PROLIFERATING CELL NUCLEAR ANTIGEN FACTOR)^9^. TB1 is a master-regulator, regulating other TFs as well as itself, in a tissue-specific manner^8,10^. Among its targets, *GRASSY TILLERS 1 (GT1)* promotes apical dominance along with TB1 in modern maize^11^. Several other genes have been implicated in the domestication or improvement processes, such as *TUNICATE 1 (TU1/ZMM19)*^12,13^, *RAMOSA1 (RA1)*^14,15^ and *TEOSINTE GLUME ARCHITECTURE (TGA1)*^16^ but it is now clear that a complex epistatic network of genes has evolved through domestication, which relies more on quantitative regulation than presence/absence^2–4^.

Identification of regulatory regions has been pioneered in animal genomes by the ENCODE (Encyclopedia of DNA elements) project^17,18^. ENCODE relies on integrating datasets which evaluate chromatin structure, such as measuring DNA accessibility and histone post-translational modifications, with transcriptomic datasets to identify regions of the genome that could regulate and/or register gene expression. In animals, distal regulatory regions, also called enhancers, are usually marked by mono-methylation of lysine 4 on the histone H3 tail (H3K4me1), while active enhancers are associated with histone H3 acetylation (H3ac) and inactive enhancers are enriched for H3K27me3^19^. Clusters of regulatory regions known as “super-enhancers” have additional signatures, notably the presence of capped RNA molecules called enhancer RNAs, which are transcribed from both strands of DNA in these distal regulatory regions^20–22^.

The study of *cis*-regulatory regions in plants have revealed similar molecular signatures^23^, except that H3K4me1 is found in gene bodies rather than distal enhancers^10,24–26^, and the presence of enhancer RNAs is disputed^27^. The catalog of distal elements in maize has been greatly improved by recent efforts to resolve cell-type specific accessible regions with single-cell ATAC-seq experiments^28^. ATAC-seq identifies nucleosome free and other open chromatin regions, which include many but not all promoters and enhancers, as well as many other regions of the genome accessible to bacterial transposase. While ATAC-seq is uniquely powerful in the single cell context, open chromatin alone does not generate a comprehensive dataset of active regulatory regions^29^, especially when limited to selected tissues and inbred lines.

By careful selection of tissues, inbred lines, and epigenomic signatures we present MaizeCODE, a comprehensive catalog of active maize *cis*-regulatory regions, accompanied by a computational pipeline for their analysis. We also present datasets from the teosinte inbred line TIL11, as well as a chromosome level genome sequence assembly, allowing us to investigate the impact of domestication on gene regulation. Through this integrated analysis, we identify tissue-specific enhancers with bi-directionally expressed enhancer RNAs, in each tissue of all inbreds. These “super-enhancers” are more accessible to regulatory TFs and inherently drive higher transcription levels. Interestingly, “super-enhancers” also have stronger RNA-directed DNA methylation (RdDM) signals at their boundaries, including both polIV and polV transcripts. This could reflect the co-evolution or co-regulation of active regulatory regions and the silencing of neighboring TEs. We illustrate the utility of these datasets and their analysis by demonstrating the tissue-specific impact of domestication on the conservation of enhancers and of the genes they regulate. For example, we demonstrate that regulation of ear development was a major target of maize domestication. We also uncover variation in telomere maintenance in pollen and endosperm that could underlie McClintock’s chromosome breakage-fusion-bridge cycle.

## Results

### Reference genome assemblies and data types selected for MaizeCODE

We selected one stiff-stalk (B73), one non-stiff-stalk (W22) and one tropical maize inbred (NC350) to sample the pool of inbreds comprising modern maize, for which high-quality genome sequences and annotations are available^30,31^. We also selected the color converted W22 inbred, which is widely used for transposon mutagenesis, to identify transposon insertions in regulatory and coding regions^32^. We hoped to identify distal regulatory regions that might account for the very high proportion of SNPs that lie in intergenic regions found in Genome Wide Association Studies (GWAS)^10,33^, such as in the Nested Association Mapping population (NAM)^31^. B73 and NC350 are both NAM lines used in these studies. We also generated a high-quality reference genome assembly from the teosinte inbred line TIL11, using PacBio HiFi and BioNano Optical Mapping (“Methods”). An un-scaffolded assembly was published recently, revealing substantial intergenic transposon insertion variation between B73 and TIL11^34^. We subjected our high-quality assembly of TIL11 to the same annotation pipelines as the published maize inbred genomes for consistency (Supplementary Fig. 1a). The TIL11 genome has several megabase-long inversions on chromosomes 1, 2, 4 and 7 relative to all maize inbreds (Supplementary Fig. 1b, c) likely representative of an event predating maize domestication. Furthermore, large differences between inbreds are also present, for example a duplication found only in W22 on chromosome 3, or a duplication found only in NC350 on chromosome 10 (Supplementary Fig. 1c).

Regulatory regions bind transcription factors, which in turn recruit chromatin remodelers and histone modifiers to modify surrounding nucleosomes. Nucleosome free regions can be identified by sensitivity to nucleases, while modification of flanking nucleosomes can be detected by ChIP-seq and define different classes of regulatory regions. MaizeCODE data types conformed to ENCODE standards (“Methods”), but with plant-specific outcomes. Histone marks assessed by ChIP seq were H3K27ac and H3K4me3 (active enhancers and TSS), and H3K4me1 (gene bodies in plants) which complemented differential nuclease sensitivity data (DNS-seq) previously obtained from the same tissues in B73, as part of the MaizeCODE project^35^. RNA datasets included polyA+ RNA-seq, RAMPAGE (5’ caps) and non-coding “short” RNA (or shRNA) of 150nt or less with 5’ tri- or mono-phosphate and 3’ hydroxyl groups. In plants, RAMPAGE and polyA+ RNA-seq includes mRNA and ncRNA products of RNA polymerase II, while shRNA includes products of all 5 RNA polymerases, including 20–24nt short interfering siRNAs (RNA Pol II and Pol IV), and longer transcripts generated by Pol V^36,37^. RNA and chromatin samples were extracted from mature pollen, 5–10 mm immature ears, 1–3 mm root tips, endosperm harvested 15 days after pollination, and coleoptilar nodes (CN) 1 week after germination (Supplementary Table 1; “Methods”).

### H3K27ac marks genes and active enhancers bound by transcription factors

We identified active regulatory regions by integrating H3K4me1, H3K4me3 and H3K27ac ChIP-seq datasets with RNA-seq, RAMPAGE and DNS-seq datasets in four tissues in B73, and with ChIP-seq, RAMPAGE and RNA-seq in the other inbreds (Supplementary Table 1). The profiles of these histone marks over all genes (Fig. 1a) were similar to previously described patterns: peaks of H3K27ac, H3K4me3 and DNS-seq at the TSS, and peaks of H3K4me1 over the gene body^10,26^ (Fig. 1a). These signals were present over transcribed genes, as shown by RAMPAGE and RNA-seq signals in the different tissues tested (Fig. 1a) and in the different inbreds (Supplementary Fig. 2a). We could confirm that these marks are enriched in or near open chromatin regions (OCRs) previously identified by ATAC-seq in ears^38^ (Fig. 1b). The majority of local OCRs (LoOCRs, i.e. promoters and transcription start sites) were marked by H3K27ac and H3K4me3, as expected, while only a subset of distal OCRs (dOCRs) were marked by H3K27ac and H3K4me3, likely corresponding to the active enhancers^10^ (Fig. 1b). Of note, whereas LoOCRs with high H3K27ac and H3K4me3 levels also showed H3K4me1 enrichment within 2 kb up and downstream of the OCR, H3K4me1 was mostly absent from dOCRs, consistent with it exclusively marking gene bodies in plants (Fig. 1b). Regulatory elements are open chromatin regions to which transcription factors (TFs) can bind, and are flanked by acetylated nucleosomes when they are active^10,39^. Consistently, we observed that H3K27ac is deposited at nucleosomes flanking both sides of the OCRs (Fig. 1b; Supplementary Fig. 2b). In addition, some H3K27ac peaks did not overlap OCRs defined by ATAC-seq in younger tissues, despite having similar enrichment values in our ChIP-seq experiments (Fig. 1c). These elements could represent regions controlled by pioneer TFs, which can access DNA even in closed chromatin^40^, and are particularly important for cell-fate transitions^41,42^. They more likely represent an activity specific to a subset of cells in these heterogenous tissues which cannot be detected by nuclease sensitivity earlier in development, or an epigenetic memory of previous activity, yet with potential regulatory function. We thus used H3K27ac peaks to define the boundaries of putative active regulatory regions, whether at promoters and TSS (i.e. LoOCRs), or at distal enhancers (i.e. dOCRs).

**Fig. 1:**
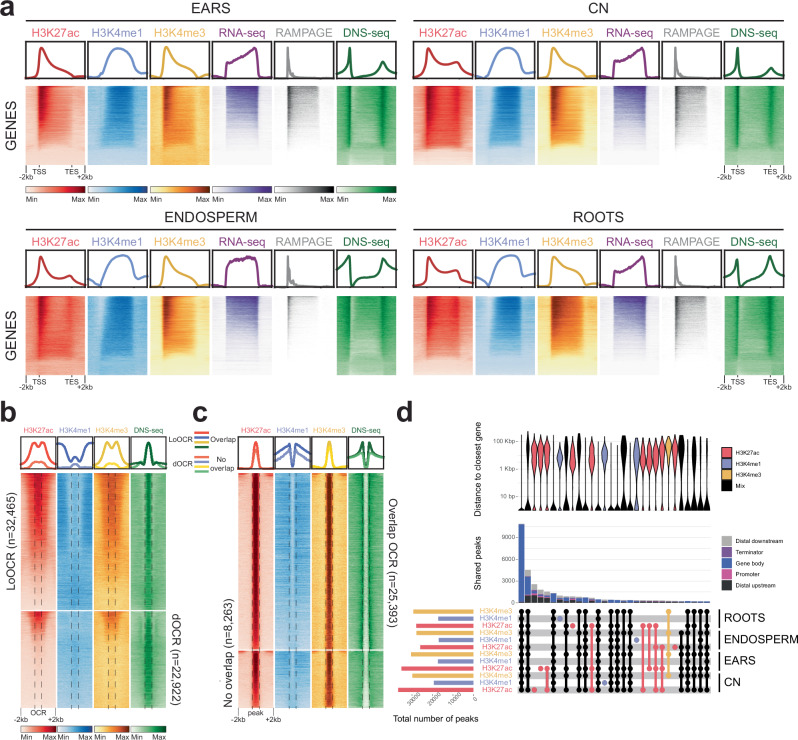
Histone H3 modifications mark DNA regulatory elements in maize inbred lines. **a** Heatmaps and metaplots of H3K27ac, H3K4me1, H3K4me3, RNA-seq, RAMPAGE and differential nucleosome sensitivity (DNS-seq)^35^ over all annotated genes in each tissue of B73 (NAM reference genome), scaled to the same size, with 2 kb upstream and downstream. CN = coleoptilar node. **b** Heatmaps and metaplots of B73 ears H3K27ac, H3K4me1, H3K4me3 and DNS-seq in local and distal open chromatin regions (LoOCR and dOCR, respectively) previously identified by ATAC-seq^38^. Bona fide regulatory elements are enriched for H3K27Ac and H3K4me3 but not H3K4me1. **c** Heatmaps and metaplots of H3K27ac, H3K4me1, H3K4me3 and DNS-seq at all H3K27ac peaks (regulatory elements) in B73 ears. 25,393 peaks intersect previously identified OCRs (20,334 LoOCRs and 5059 dOCRs) but 8263 peaks do not overlap. **d** Summary of shared ChIP-seq peaks in W22 (v2 reference genome). The Upset plot (lower panel) displays the overlap between H3K27ac, H3K4me1 and H3K4me3 peaks in the four tissues. The total number of peaks in each sample is shown on the histogram on the left-hand side of the intersection matrix, while the number of shared peaks between samples is shown above (middle panel), color coded by genomic feature. The violin plot (upper panel) compares the distance between peaks and the closest gene. Tissue specific peaks are mostly at distal elements, whereas loci with several histone marks in multiple tissues are mostly at annotated genes. Distal regulatory elements lie between 2 kb and 100 kb from the nearest gene.

We then investigated the tissue-specificity of regulatory regions, by assessing the overlap between H3K27ac, H3K4me1 and H3K4me3 peaks in all tissues of the same inbred. Despite some variability in the number of peaks called in each sample, inherent to both the ChIP-seq methodology and the peak calling algorithm, the largest sets of intersections corresponded to genic regions containing these 3 active marks in all four tissues investigated (Fig. 1d). This approach thus highlighted that most putative regulatory regions are shared between tissues, corresponding to the promoters of constitutively expressed genes. When all 3 modifications were found together, they were mostly found in gene bodies, whereas when only one modification was present, notably H3K27ac, it was found in distal regions. These distal regions were located in a bimodal distribution centered around 2 kb and 50 kb upstream or downstream of the nearest gene (Fig. 1d), reflecting the distribution of transposable elements in the maize genome^25^.

In addition to histone modifications, we analyzed the binding profiles of selected transcription factors in related tissues to illustrate how MaizeCODE datasets can be used to investigate mechanisms of domestication^8,11,12,43–45^. Almost all the binding sites (TFBS) coincided with H3K27ac peaks in at least one tissue (Fig. 2a). The majority of TFBS were within or close to a gene body, but about a third of the peaks overlapped distal regulatory regions (Fig. 2a). We also observed that each TF had a specific subset of targets, representing their unique regulatory networks (Fig. 2a). This observation was also highlighted by the fact that each TF had a preferential binding motif, which was representative of their family and DNA binding domain (Fig. 2b). Many enhancers contained binding sites for multiple TFs, notably between FASCIATED EAR 4 (FEA4) and TU1-A. Interestingly, TFs often bound their own promoters and promoters of major domestication genes, while distal enhancers at the domestication genes *TB1*, *GT1*, *TGA1* and *RA1* were co-regulated by several TFs (Fig. 2c). These distal enhancers were also active in coleoptilar nodes, which include axillary buds, supporting previously identified branch suppression networks^13,46^. Overall, our analysis shows that H3K27ac peaks correlate well with active regulatory regions, whether marking TSS, proximal or distal enhancers, and harbor binding sites of developmental TFs whose functions have been refined during domestication.

**Fig. 2:**
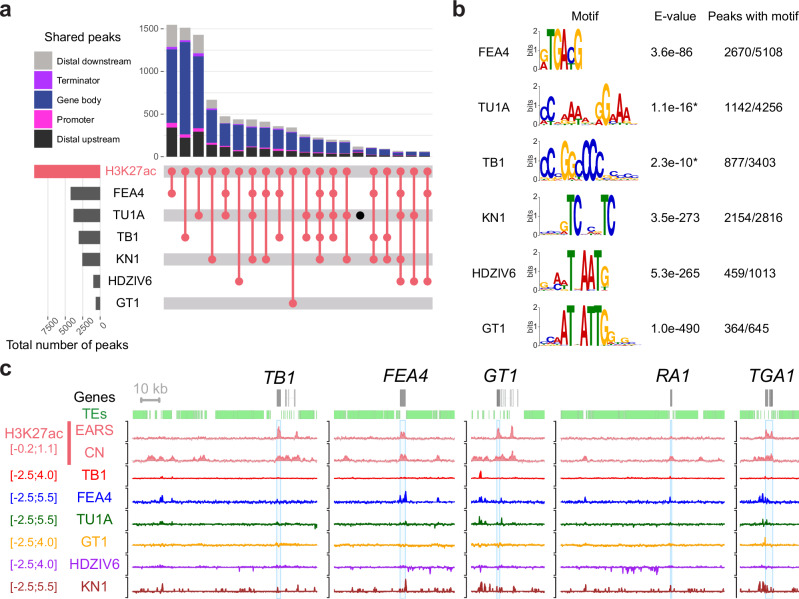
Enhancers at domestication genes are bound by transcription factor networks. **a** Upset plot showing the overlap between H3K27ac peaks identified in B73 and binding sites of six transcription factors (TFBS) analyzed in this study. The total number of peaks called for each sample is shown on the histogram on the left-hand side. The number of shared peaks between the different samples are shown above the intersection matrix, each peak being colored by the genomic feature it intersects with. The majority of the TFBS are indeed within H3K27ac peaks, mostly overlapping gene bodies or at distal regions (>2 kb from a gene) and highlights the interplay between these TFs. **b** Best binding motif identified in each TF peaks with meme or streme (*)^97^. The motifs correspond to the respective family of each TF. **c** Browser screenshots at major domestication loci (*TB1*, *GT1*, *RA1* and *TGA1*) as well as *FEA4*, which regulates a domestication trait, showing complex regulation of these developmental TFs with often co-regulation and auto-regulation.

### Pollen has a unique transcription profile for coding regions and small RNAs

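RNA-seq of the inbred line B73 covered 5 tissues with 2 libraries each. Coleoptilar nodes (CN) were dissected from seedlings 5 days after germination according to the methods and the sample labels, and 1 week after germination according to the results. Root tips of 1 to 3 mm were cut 5 days after germination, endosperm was taken 15 days after pollination, and immature ears were 5 to 10 mm long. The fifth tissue was mature pollen. The methods describe stranded libraries from total RNA depleted of rRNA, whereas the sample labels give the molecule as polyA RNA. The authors trimmed the reads with cutadapt, mapped them with STAR to the B73 genome, version 5, and deposited a table with the number of reads on each of 39756 genes in each library, without normalization. The program that counted the reads, and whether it used the strand, is not given in the sources used here. The libraries held 18455706 and 23917036 reads on genes in CN, 17705827 and 21470046 in immature ears, 23779600 and 23086569 in endosperm, 21376076 and 24005598 in pollen, and 24991085 and 21174188 in root tips. The counts of the libraries of each tissue differed by more than sampling noise, with a chi-square over genes of 6.1 per degree of freedom in pollen, 7.28 in immature ears, 10.6 in endosperm, 10.7 in root tips and 15.4 in CN. Such an excess cannot tell separate samples from separate preparations of 1 sample. Each library was counted as a separate replicate, following the sample labels. The 24288 genes with over 1 CPM, the counts scaled to library size, in at least 2 libraries were tested with the quasi-likelihood F-test of edgeR, after scaling with the trimmed mean of M-values (TMM), in a fit of all 10 libraries with 1 contrast for each pair of tissues. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 2 in size, and was called up- or down-regulated versus all other tissues when it passed both limits in the same direction against each of the 4 other tissues. These limits are those of the rows of Supplementary Data 1. The common biological coefficient of variation was 0.112. The TMM factors were 0.167 and 0.162 in pollen and between 1.08 and 2.00 in the other libraries.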

In parallel to the profiling of chromatin marks, we performed total RNA-seq in up to five tissues of the four inbreds (Supplementary Table 1). 

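Distances between the B73 libraries were computed on log2 CPM, scaled with TMM and with a prior count of 2, over the 24288 tested genes. The mean Euclidean distance of a tissue's libraries from those of the other tissues was 687.8 ± 9.80 (SD, n = 2) in pollen, 441.2 ± 2.04 (SD, n = 2) in endosperm, 416.2 ± 4.77 (SD, n = 2) in root tips, 405.7 ± 7.41 (SD, n = 2) in CN and 399.9 ± 1.80 (SD, n = 2) in immature ears. The distance within a tissue was 165.9 in pollen and between 53.0 and 73.8 in the other tissues. This wider spread of the pollen libraries depended on the scaling, since with library size only the distance was 74.0 in pollen and between 59.3 and 76.2 in the other tissues. The gap of pollen to the other tissues, less the distance between its own libraries, was the largest of the 45 ways to take 2 of the 10 libraries (one-sided exact permutation test, p = 0.0222, the smallest p that 2 libraries against 8 allow). The split that sets endosperm apart came next (one-sided exact permutation test, p = 0.0444), and those of the other 3 tissues followed (p between 0.0667 and 0.111). The 5 tissues thus took the first 5 of the 45 ranks, where only the first 2 can pass 0.05. These p-values therefore restate the rank of a tissue and cannot show which tissues are distinct. After Benjamini-Hochberg adjustment over the 5 tissues all 5 values were 0.111, so the order rests on the distances themselves. The distance of pollen was 1.56 times that of endosperm, while endosperm exceeded root tips, the next tissue, by a factor of only 1.06. That second factor was lowest, at 1.04, without the first CN library. The Spearman correlation over all genes between a pollen library and any library of another tissue reached at most 0.657, against 0.876 for endosperm and 0.929 for CN and immature ears. Pollen libraries also had fewer genes over 1 CPM, with 10353 and 10456, than the libraries of the other tissues, which had between 17679 and 20890.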

As previously described^47^, our MaizeCODE RNA-seq data revealed that pollen had the most distinct gene expression profile, followed by endosperm (Fig. 3a; Supplementary Fig. 3a). 

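Between pairs of B73 tissues, the number of DEGs ranged from 3768 between CN and immature ears to 14924 between CN and pollen, and summed to 90500 over the 10 pairs. Every pair with pollen had at least 13537 DEGs, and no pair without pollen had more than 7044. Against all 4 other tissues, 3850 genes were up-regulated and 5292 down-regulated in pollen, compared with 926 and 482 in endosperm. The split in pollen depended on the scaling. With library size only, 1734 genes were up-regulated and 12789 down-regulated, which is 11.9% up-regulated among the calls instead of 42.1%, and the median log2 fold change of pollen against the other tissues over all tested genes went from -1.04 to -4.06. With the RLE and upper quartile factors the counts were 4281 and 4445, and 3645 and 5729. Leaving out each library in turn gave 3769 to 3867 up-regulated and 4848 to 5378 down-regulated genes. Identifiers are given for the 2 genes in each direction whose smallest log2 fold change over the 4 comparisons was largest in size. Zm00001eb276090 had 44856 reads in the pollen libraries and 0 in the other 8 libraries, and was at least 48155-fold higher in pollen with a floor of 3 counts per library and TMM-scaled CPM, or 5567-fold with library size only. Zm00001eb190470 had 90371 reads in pollen and 1 in the other libraries, with a smallest log2 fold change of 19.42 (standard error 0.38, adjusted p = 2.85e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That fold change rests on the single read, in the second CN library, and was 21.30 without that library, 18.76 without the first CN library and 16.05 with library size only. Zm00001eb434470 had 0 reads in pollen and 16161 in the other libraries, and Zm00001eb147720 had 0 and 10681, so that they were at least 49.9-fold and 32.2-fold lower in pollen by the same floor, or 355-fold and 226-fold with library size only. Intervals and floors given here and for the other assays cover counting error only.

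**Figure D1:**
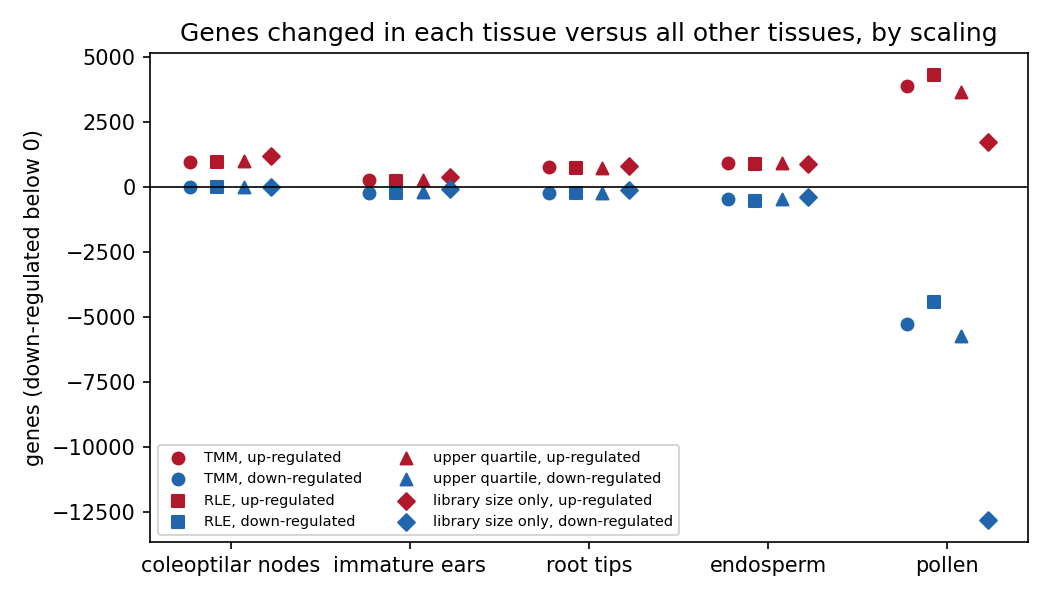
Number of genes up-regulated (red, above 0) and down-regulated (blue, below 0) in each B73 tissue versus all other tissues, with each of 4 scalings of the counts (marker shapes). In pollen, library size only gives 1734 up-regulated and 12789 down-regulated genes, while the other 3 scalings give 3645 to 4281 and 4445 to 5729.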

Thousands of genes were differentially expressed (DEGs) between each pair of tissues, with almost 4000 genes up-regulated, and more than 5000 genes down-regulated in pollen versus the four other tissues (Fig. 3a; Supplementary Data 1). By contrast, immature ears had only 260 up- and 191 down-regulated genes versus all other tissues, and coleoptilar nodes had only 21 down-regulated genes compared to the four other tissues (Fig. 3a; Supplementary Data 1). 

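In B73 immature ears, 255 genes were up-regulated and 226 down-regulated versus all other tissues, and in CN 948 were up-regulated and 23 down-regulated. Root tips had 741 up-regulated and 233 down-regulated genes. Leaving out each library in turn gave 207 to 280 and 174 to 229 genes in immature ears, and 18 to 29 down-regulated genes in CN. Library size only moved the split of immature ears to 390 up-regulated and 98 down-regulated genes, that of root tips to 776 and 112, and the down-regulated genes of CN to 12. A limit of 1 instead of 2 on the log2 fold change gave 828 and 415 genes in immature ears and 61 down-regulated genes in CN. The paper sets the counts of immature ears and CN against those of pollen (Fig. 3a).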

Gene ontology (GO) analysis identified relevant enriched categories in pollen DEGs, including reproductive mechanisms, found in all inbreds (Fig. 3b). Interestingly, genes involved in telomere maintenance were up-regulated in both pollen and endosperm (Fig. 3b; Supplementary Fig. 3b), the two tissues that engage in extended Breakage-Fusion-Bridge (BFB) cycles^48^, presumably due to aberrant telomere healing^49^. However, telomere maintenance genes were not upregulated in NC350 pollen or endosperm, suggesting regulatory variation potentially underlying variation in chromosome healing first described by McClintock^49^. While further experimental evidence is needed to support this hypothesis, NC350 has much longer telomeres than the other inbreds in genome assemblies (Supplementary Fig. 3c), as estimated by the number of times the telomere repeat “CCCTAAA” is found at chromosome ends. These numbers are likely under-estimations, as telomere-to-telomere assembly of Mo17 obtained a larger estimate of 3700 copies per telomere^50^.

**Fig. 3:**
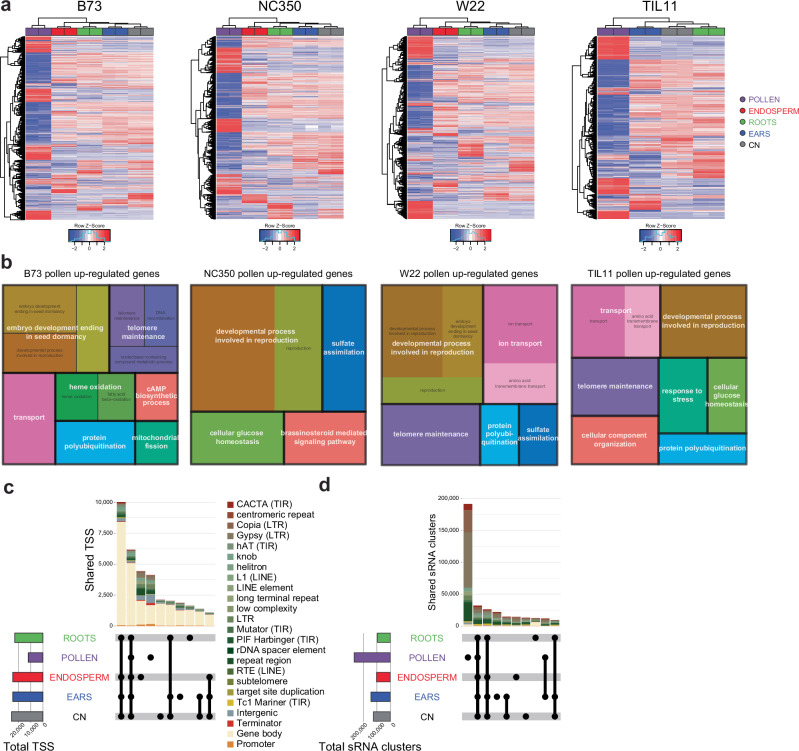
Pollen has a unique transcriptional profile compared to other tissues. **a** Heatmap of all differentially expressed genes (DEGs) in each inbred and their expression level in each tissue (normalized z-score). **b** Gene ontology (GO) terms enriched in genes up-regulated in pollen versus all other tissues for each inbred. NC350 is missing DEGs involved in telomere maintenance. This difference is shared with endosperm (Supplementary Fig. 2) **c** Upset plot of transcription start sites (TSS) identified by RAMPAGE in B73. The total number of TSS in each tissue is shown on the histogram on the left-hand side. The number of shared TSS between the different tissues are shown above the intersection matrix, color coded by genomic feature (including transposable element families). **d** Upset plot of the sRNA clusters identified in shRNA-seq in B73. The total number of clusters in each tissue is shown on the histogram on the left-hand side. The number of shared sRNA clusters between the different tissues are shown above the intersection matrix, color coded by genomic feature (including transposable element families).

In addition to steady-state mRNA levels, we investigated the levels of capped RNA by RAMPAGE, which typically marks Transcription Start Sites (TSS)^51^. 

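RAMPAGE sequences the 5' ends of capped RNA, so that its reads pile up at transcription start sites. In B73 it was run on the same 5 tissues as the RNA-seq, with 2 libraries each, made from total RNA depleted of rRNA. The authors mapped the reads with STAR to the B73 genome, version 5, and called peaks with Macs2 with the RNA-seq as control. The peak lists used here are 1 per library, give no strand and hold the authors' −log10 q of each peak. Supplementary Data 2 gives 38237840 and 32617802 uniquely mapped reads in CN, 39172444 and 38375051 in immature ears, 41341997 and 41297573 in endosperm, 44951076 and 47885575 in pollen, and 44251979 and 40402596 in root tips. Macs2 had listed an interval once for each summit in it, and such rows were counted as 1 peak. Peaks were between 100 and 2772 bp long. The share of peaks that overlapped a peak of the other library of the same tissue ranged from 66.1% in endosperm to 80.3% in root tips, and was 79.6% and 77.5% in pollen. A TSS was taken as a peak of replicate 1 and a peak of replicate 2 that overlapped by at least 1 bp. The paper's methods describe another selection for all samples, from merged replicates and pseudo-replicates, which the peak lists do not include. TSS of the tissues that overlapped by at least 1 bp were merged into regions, and each region was assigned to the tissues with a TSS in it. Genes were those of the RefSeq annotation of the same assembly, 47019 genes on the 10 chromosomes.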

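By this count B73 pollen had 12390 TSS, against 29447 in CN, 26513 in immature ears, 26393 in endosperm and 24949 in root tips. This was 46.2% of the mean of the other tissues, and between 39.4% and 51.9% in every other way of counting TSS that was tried. Peaks per library numbered 15813 ± 349 (SD, n = 2) in pollen and 36225 ± 3060 (SD, n = 8) in the other tissues. With libraries as units, p was the smallest that 2 against 8 allow (two-sided exact permutation test, p = 0.0222). The 8 libraries are pairs from 4 tissues, however, and so are not independent. With tissues as units, 1 against 4, no p under 0.2 is possible. This limit holds for every test here that sets the pollen libraries against the other 8. The pollen libraries were the most deeply sequenced of the 10. The 42691 merged regions included 10168 shared by all tissues except pollen, which was the largest of the 31 intersections, and 6172 shared by all tissues. Regions unique to endosperm numbered 4761 and those unique to pollen 4257. This order depended on how the replicates were combined. Regions unique to endosperm outnumbered those shared by all tissues except pollen with TSS in either replicate, 19003 against 12975, and with replicate 1 alone, 12312 against 11576, or replicate 2 alone, 13214 against 11260.

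**Figure D2:**
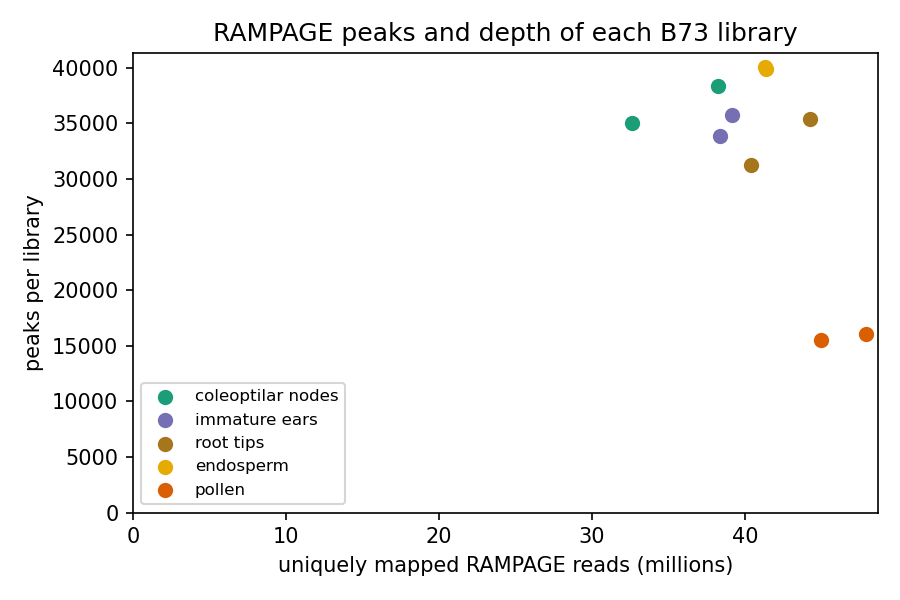
RAMPAGE peaks per B73 library (vertical axis) against its uniquely mapped reads (horizontal axis), with 1 point per library coloured by tissue. Both pollen libraries have fewer peaks, 15566 and 16060, than any other library, at a higher number of reads.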

Consistent with RNA-seq, pollen had the fewest TSS, about half of those shared between the other tissues (Fig. 3c). The large majority of loci (80%) shared between tissues mapped to annotated genes, but over 50% of the TSS unique to either pollen or endosperm were found in TEs and intergenic regions (Fig. 3c).

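Of the merged TSS regions on the 10 B73 chromosomes, 95.8% of the 26616 found in at least 2 tissues overlapped an annotated gene (95% Wilson interval 95.5 to 96.0), and 98.3% of the 6151 found in all 5 (98.0 to 98.6). Of the 4243 regions unique to pollen, 55.5% lay outside genes (54.0 to 57.0), and of the 4737 unique to endosperm, 37.7% (36.4 to 39.1). Of the regions unique to either, 46.1% lay outside genes (45.1 to 47.1). The shares outside genes were lower in regions unique to the other tissues, 15.6% in immature ears, 13.3% in root tips and 7.54% in CN, and these intervals did not overlap those of pollen and endosperm. These shares depended on how the replicates were combined. With TSS in either replicate they were 35.1%, 24.7% and 24.3%, with replicate 1 alone 27.9%, 22.0% and 19.2%, and with replicate 2 alone 31.2%, 20.6% and 19.7%. With genes extended by 2 kb on each side, the shares outside genes fell to 40.9% for pollen and 31.8% for endosperm, and with TSS in either replicate they were 63.7% and 43.4%. TEs, which can also lie within genes, were not analysed here, so the regions outside genes were not divided further.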

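Short RNA-seq of B73 covered the same 5 tissues, with 2 libraries each. According to the methods, they were made from de-capped total RNA depleted of rRNA, and library fragments were selected by size. The authors trimmed the reads with cutadapt, removed those that mapped to structural RNAs with bowtie2 and mapped the rest with ShortStack, which places reads with several alignments by the uniquely aligned reads nearby. From mapped reads of 20 to 24 nt they called sRNA loci, here called clusters, separately in each library. The deposited tables give the number of reads of each length in each cluster as counts. Supplementary Data 2 gives 17285413 and 19970163 mapped reads in CN, 33023110 and 32362269 in immature ears, 7314317 and 10443909 in endosperm, 17978447 and 14358919 in pollen, and 9342734 and 9418065 in root tips. Clusters held between 84.9% and 93.8% of the mapped reads. A cluster of a tissue was taken as a cluster of replicate 1 and a cluster of replicate 2 that overlapped by at least 1 bp, and clusters of the tissues that overlapped by at least 1 bp were merged into regions.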

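By this count CN had 112352 clusters over 72.8 Mb, immature ears 121070 over 93.6 Mb, root tips 69779 over 38.3 Mb, endosperm 62631 over 26.5 Mb and pollen 51269 over 26.6 Mb. Of the pollen clusters, 28598, or 55.8%, overlapped no cluster of another tissue. They made up 15.7% of the 182677 merged regions (95% Wilson interval 15.5 to 15.8) and were the second largest of the 31 intersections. This count and its rank depended on the limits. At 2 or more RPM, 6638 regions were unique to pollen, 6.68% of all regions and the sixth largest intersection. With clusters seen in either replicate, pollen had 191816 clusters, the most of any tissue, and 120330 regions were unique to pollen, 32.1% of all regions and the largest intersection. With replicate 1 alone the share was 29.2% and with replicate 2 alone 24.1%, again the largest intersection. Only 36.8% and 49.3% of the clusters of the pollen libraries overlapped a cluster of the other pollen library, compared with 61.2% to 83.4% in the other tissues. Per library, pollen had 122070 ± 24506 clusters (SD, n = 2) and the other tissues 119218 ± 28788 (SD, n = 8), which did not differ beyond the spread between libraries (two-sided exact permutation test, p = 0.844). At 2 or more RPM, pollen libraries had fewer clusters, 28636 ± 448 (SD, n = 2) against 63299 ± 14281 (SD, n = 8) (two-sided exact permutation test, p = 0.0222). Overlap of the clusters with TEs was not analysed here.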

Contrastingly, the majority of siRNA clusters identified by short RNA-seq were unique to pollen and mapped to TEs, most notably long terminal repeat (LTR) retrotransposons (Fig. 3d). The second and third largest intersections were composed of clusters shared by all tissues, and shared by all tissues except pollen, respectively (Fig. 3d), further emphasizing the uniqueness of the pollen transcription profile, both coding and non-coding. 

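The 3 largest intersections of B73 clusters, taken from both replicates, were those shared by CN and immature ears alone, with 31308 regions, those unique to pollen, and those shared by all tissues except pollen, with 23921 regions or 13.1%. Regions shared by all tissues numbered 9431, or 5.16%, and came seventh. Regions shared by all tissues rose to 24199 with clusters in either replicate and dropped to 2608 with clusters of at least 2 RPM, computed from the counts and the mapped reads, while regions shared by all tissues except pollen numbered 14204 under that level. From the intersections of TSS and clusters, the paper reasons that the pollen transcription profile is unique in both its coding and its non-coding part.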

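Reads of each length in clusters were summed per B73 library and scaled to the mapped reads as RPM. Reads of 24 nt came to 412345 ± 14848 RPM (SD, n = 2) in CN, 563869 ± 24761 (SD, n = 2) in immature ears, 216709 ± 46085 (SD, n = 2) in endosperm, 187597 ± 25263 (SD, n = 2) in pollen and 150939 ± 10621 (SD, n = 2) in root tips. Reads of 21 and 22 nt together came to 184140 ± 2782 (SD, n = 2) in CN, 143724 ± 9618 (SD, n = 2) in immature ears, 140292 ± 2290 (SD, n = 2) in endosperm, 103005 ± 3378 (SD, n = 2) in pollen and 105559 ± 10950 (SD, n = 2) in root tips. The clusters of a library covered between 33.5 and 106.3 Mb, so the ratio of the lengths within a library is the safer comparison. It was above 1 in 10 of 10 libraries, between 1.33 in endosperm and 4.25 in immature ears (two-sided exact sign test, p = 0.00195). That test counts the 2 libraries of a tissue as independent. With the 5 tissues as units, no sign test can give a two-sided p under 0.0625. Without clusters called as microRNA genes the lowest ratio was 1.49. In pollen, 24 nt reads made up 54.6% ± 4.14 (SD, n = 2) of the reads of 20 to 24 nt, compared with 57.6% ± 9.72 (SD, n = 8) in the other tissues, a difference within the spread between libraries (two-sided exact permutation test, p = 0.733). Reads longer than 24 nt made up 50.0% and 47.2% of the reads in pollen clusters and 51.1% and 50.9% in those of root tips, which lowers the RPM of all shorter lengths there.

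**Figure D3:**
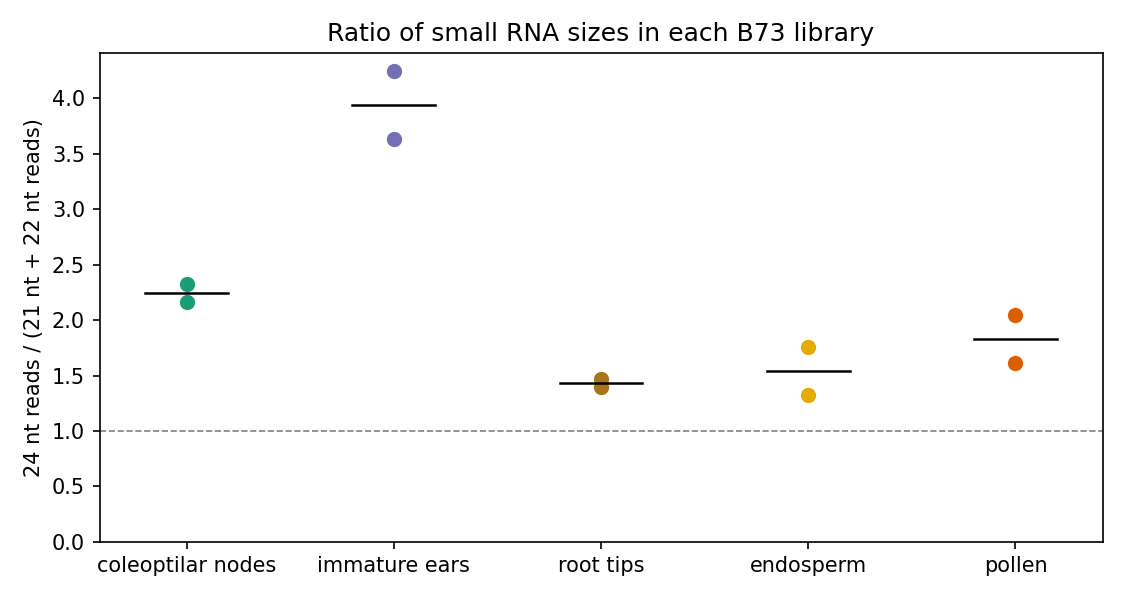
Ratio of 24 nt reads to 21 and 22 nt reads in sRNA clusters of each B73 library (points, 2 per tissue), with the mean of each tissue (black line) and a ratio of 1 (dashed line). All 10 libraries lie above 1, between 1.33 and 4.25.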

Analysis of the size distributions of small RNAs revealed that B73 accumulated more 24nt than 21/22nt siRNAs in all tissues (Fig. 4a), but in the other inbreds levels of 24nt and 21/22nt were similar in pollen as previously reported for W22^52^. Intriguingly, immature ears of TIL11 also had much lower levels of 24nt sRNAs, and higher levels of 21/22nt siRNAs, potentially due to differential activity of Dicer-like enzymes in teosinte^53^. We have recently described the presence of multiple non-coding pollen-specific hairpin RNAs on each of the 10 chromosomes of maize inbred W22^52^. Our MaizeCODE data revealed that similar hairpins exist in the other inbreds, and notably in teosinte *parviglumis* (Fig. 4b). These several kilobase-long loci encode stable secondary structures (Fig. 4c), which produce 22nt siRNAs strongly biased to one strand (Fig. 4d), consistent with processing from hairpin precursors by DCL2^52^. 

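In B73 the representative hairpin of Fig. 4d lies on chromosome 3 (B73 genome, version 5), and the interval shown there overlaps no gene of the RefSeq annotation. The nearest RefSeq gene, LOC103650145, ends 43400 bp before the main cluster. That cluster was called in pollen replicate 1 from 61585435 to 61590117 and in pollen replicate 2 from 61585608 to 61589705, with 115203 and 77146 reads, of which 2.5% and 1.4% were on the top strand. Reads of 22 nt in the clusters of this interval came to 2521 ± 477 RPM (SD, n = 2) in pollen and to at most 0.547 in the other 8 libraries. With libraries as units, p was the smallest that 2 against 8 allow (two-sided exact permutation test, p = 0.0222). The paper shows this locus as a representative pollen-specific hairpin in the same data, so its choice favoured this outcome. To look for similar loci, clusters were kept that ShortStack called as 22 nt in pollen, with at least 80% of reads on 1 strand, at least 50 RPM in each pollen library and at least 10 times the level of every other library, and those within 10 kb were merged. This gave 13 loci on 8 of the 10 chromosomes, none of them on chromosomes 2 and 9, with lengths from 808 to 11742 bp. Under other limits the number of loci went from 6, at 200 RPM, to 37, when any call of 21, 22 or 24 nt was allowed. After the chromosome 3 locus, those with most pollen reads lay on chromosome 7 from 136276133 to 136280206 with 119007 reads and 97.4% on the top strand, on chromosome 5 from 157327200 to 157336608 with 86289 reads and 81.8%, on chromosome 10 from 131226126 to 131234858 with 37938 reads and 91.4%, and on chromosome 8 from 12193504 to 12201397 with 30541 reads and 1.77%. Of the 13 loci, only that on chromosome 10 from 131226126 to 131234858 overlapped a RefSeq gene, the protein-coding LOC111590306. The folding of these loci was not analysed here. The paper regards the strand bias and the length of these siRNAs as compatible with processing from hairpin precursors by DCL2.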

Interestingly, we found that 21nt and 24nt siRNAs are also produced from the same sequences in pollen, but not in CN (Fig. 4d), resulting in drastically different whole-genome distributions of 24nt in pollen vs CN in all inbreds (Fig. 4b).

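At the chromosome 3 hairpin in B73, pollen had 608 ± 36.7 RPM of 21 nt reads and 1534 ± 279 RPM of 24 nt reads (SD, n = 2 each), beside the 22 nt reads. The highest of the other 8 libraries, both from endosperm, had 0.273 and 2.32 (two-sided exact permutation test for each length, p = 0.0222, the smallest p possible). As for 22 nt, the paper's choice of this locus as pollen-specific favoured this outcome. No cluster was listed there in CN, immature ears or root tips, whose tables list clusters above a level of 0.516 to 0.568 in the authors' deposited RPM. Over the 13 pollen loci with 22 nt reads biased to 1 strand, 24 nt reads made up between 17.0% and 35.3% of the reads, and 21 nt reads between 2.48% and 10.9%. Together these loci held 12.3% and 11.2% of the 22 nt reads in clusters of the pollen libraries, and 1.91% and 1.88% of the 24 nt reads. The selection by a call of 22 nt favours this order. The 37 loci found with any call of 21, 22 or 24 nt held 14.3% and 12.9% of the 22 nt reads and 10.1% and 10.3% of the 24 nt reads. Along the genome, 24 nt reads were summed in 2137 bins of 1 Mb. The Spearman correlation over bins between a pollen and a CN library was 0.268 on average (0.241 to 0.297 over the 4 pairs), whereas it was 0.719 between the pollen libraries, 0.993 between the CN libraries and between 0.912 and 0.978 among libraries of different tissues other than pollen. Bins are not independent replicates, and no test was made over them. In bins of 100 kb the average between pollen and CN was 0.198. The 1% of clusters with most 24 nt reads held 34.4% ± 0.21 (SD, n = 2) of them in pollen and 13.3% ± 0.41 (SD, n = 2) in CN, and between 13.0% and 24.8% in the 8 libraries other than pollen (two-sided exact permutation test, p = 0.0222).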

**Fig. 4:**
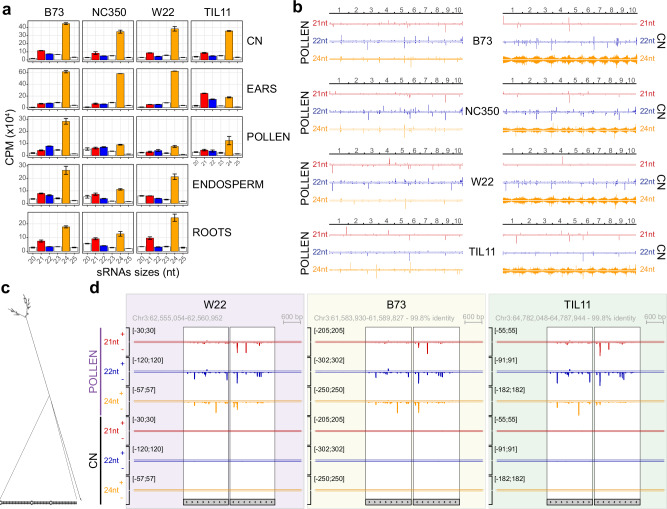
Small RNA size distributions differ among tissues and inbreds. **a** Size distributions of sRNAs were calculated in each tissue of each inbred line (CPM, count per million mapped reads). Maize and teosinte inbreds have similar size distributions in coleoptilar nodes (CN), but differ in other tissues. In pollen, more 24nt sRNA (orange) accumulates in B73 relative to other inbreds, while in ears TIL11 has reduced levels of 24nt and increased levels of 21nt sRNAs (red). In root tips and endosperm, NC350 has reduced levels of 24nt siRNAs. Error bars are standard error between two biological replicates. **b** Whole-genome browsers of 21, 22 and 24nt siRNAs expressed in pollen and coleoptilar node (CN) in each inbred, highlighting the presence of hairpins producing high levels of 22 and 24nt sRNAs in pollen and only 22nt in CN. Each track is scaled to its maximum CPM. At this scale the 21nt sRNAs mostly show expression of the most highly expressed microRNAs. **c** Secondary structure of a representative pollen-specific hairpin made with RNAfold^112^. 50 bp of the 3 kb stem is shown at the bottom. **d** Browser screenshots of a representative pollen-specific hairpin (same as in **c**), present in W22, B73 and TIL11, producing high levels of stranded 22nt sRNAs, as well as 21 and 24nt sRNAs in all pollen inbreds in a very similar pattern. The gray boxes represent the two repeated halves of the hairpin.

### Tissue and inbred-specific regulation of gene expression

The active marks studied here appeared to reflect transcription levels (Fig. 1a). To investigate this correlation, expressed genes were binned into 5 quintiles based on their expression levels (RPKM) to compare with enrichment levels of active histone marks (Supplementary Fig. 4a). As expected from previous observations, a positive correlation could be seen, with highly expressed genes showing higher H3K27ac and H3K4me3 enrichment at the TSS, and higher H3K4me1 in the gene body^10,24,26^. Interestingly, the differences between the Top 20% and the 20–40% groups were not seen for H3K4me1, suggesting that a threshold was reached for this mark. Further confirming that these marks were associated with active genes in a tissue-specific manner, H3K27ac from immature ears was higher at genes up-regulated in ears versus all other tissues than at genes down-regulated in ears versus all other tissues (Supplementary Fig. 4b). Conversely, the same genes showed the opposite pattern in other tissues, such as in roots where H3K27ac was higher in genes down-regulated in ears compared to other tissues (Supplementary Fig. 4b). Similar trends were observed for H3K4me3, notably at the TSS, however H3K4me1 did not follow this trend. The same set of genes had higher H3K4me1 levels in both tissues, whether up-regulated in that tissue or not, suggesting that H3K4me1 was less variable across tissues and potentially not only correlated with gene expression^54^.

In addition to tissue-specific expression, our data enabled comparison of tissue-specific expression between the different inbreds. *BOOSTER 1 (B1)* is a regulator of anthocyanin metabolism, and the *B1-I* allele engages in paramutation^55^. In addition to the hepta-repeat that is responsible for paramutation in *B1-I*, another tissue-specific enhancer is present about 45 kb upstream from the TSS of the gene in B73^56^. This region was indeed marked by a H3K27ac peak in the coleoptilar nodes of B73 but not in the immature ears, correlating with *B1* expression and coleoptile pigmentation (Supplementary Fig. 5a). In W22, the enhancer was slightly closer (~20 kb) to the transcription start site, due to structural variation caused by TEs, and the enhancer was active in immature ears, correlating with gene expression (Supplementary Fig. 5b). This may be related to pigmentation of W22 under the control of *B1-bar*^57^.

### Identification of enhancers with bi-directional enhancer RNAs

When focusing on the distal regulatory regions—as defined by H3K27ac peaks at least 2 kb away from the closest annotated gene - we noticed that these regions with higher H3K27ac levels also had RNA-seq and RAMPAGE signals. We expected some of these signatures to be caused by mis-annotations, either an unannotated gene or a wrongly annotated TSS. Since we noted that gene bodies were marked by H3K4me1^26^, but that distal OCRs defined by ATAC-seq were depleted of H3K4me1 (Fig. 1a, b), we intersected H3K27ac peaks with H3K4me1 peaks in order to differentiate misannotated genes from bona fide enhancers. We allowed the H3K4me1 peak to be within 1 kb of the enhancers, to account for the distance between the TSS and the gene body (Fig. 5a; Supplementary Fig. 6a). As expected, loci with both histone marks had the same molecular characteristics as genes (Fig. 5b; Supplementary Fig. 6b), and were more often and more highly expressed in the corresponding tissue (Fig. 5a; Supplementary Fig. 6a–c), thus likely representing misannotated genes.

**Fig. 5:**
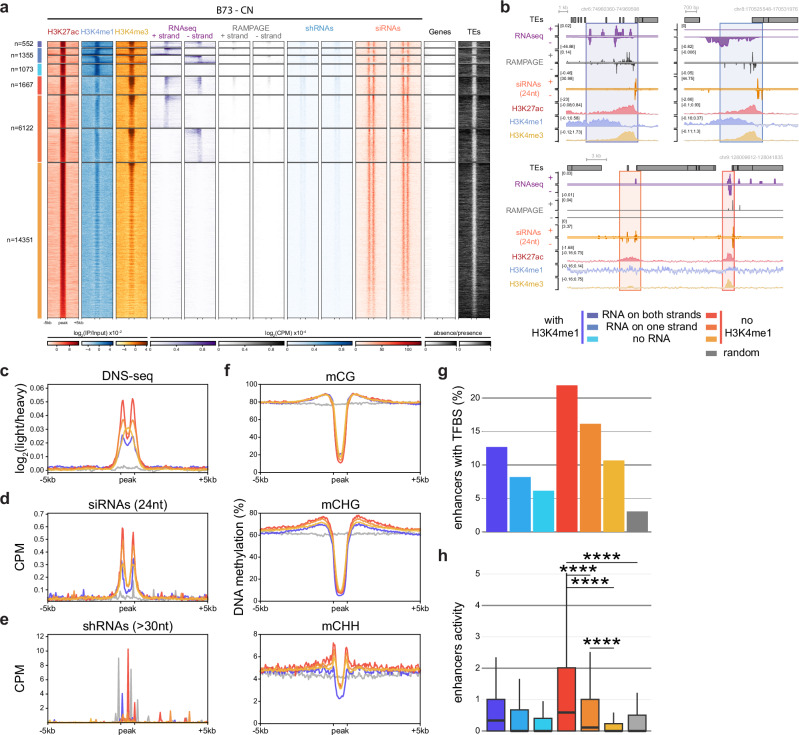
Enhancers with bi-directional enhancer RNAs are associated with stronger activity and higher RdDM at their boundaries. **a** Heatmap of ChIP-seq and transcriptomic signals in B73 coleoptilar node (CN) at distal H3K27ac peaks and ±5kb surrounding regions. Six classes of regulatory regions were identified based on the presence (blue) or the absence (red) of H3K4me1 peaks within 1 kb, and on the presence of RNA-seq reads mapping to both strands, one strand, or none (from darker to lighter shades). The short RNA-seq datasets were split into longer fragments (>30nt) and canonical siRNAs (24 nt). Presence (black) and absence (white) of annotated genes and TEs surrounding the peaks are shown, demonstrating the absence of annotated features within regulatory regions. **b** Browser screenshots of representative examples of uni- and bi-directionally expressed H3K27ac peaks (boxed), with (upper) and without (lower) H3K4me1 peaks. H3K4me1 peaks indicate the presence of unannotated genes. **c–f** Metaplots at the three clusters without H3K4me1 peaks (red, as in **a**), the three clusters with H3K4me1 peaks merged together (blue), and random control regions (gray) of DNA accessibility (**c**) in differential nucleosome sensitivity (DNS-seq) from CN^35^, 24nt siRNAs (**d**) and short RNAs (>30nt) (**e**) generated in CN in this study, as well as DNA methylation in each sequence context (**f**) from seedlings^59^. These metaplots show that the bi-directional enhancers are more accessible regions with higher transcription levels of shRNAs, depleted of DNA methylation, but also more protected from neighboring TEs by targeting of RNA-directed DNA methylation by 24nt siRNAs. **g** Percentage of peaks containing at least one transcription factor binding site (TFBS) from the TFs analyzed in this study. **h** Measure of enhancer activity for each cluster by STARR-seq^10^. Bi-directionally expressed enhancers drive statistically higher transcription (STARR-seq value within the enhancer) than uni-directional, not expressed or control regions (two-sided *t* test, **** p < 10^−5^). Data shows distribution of median STARR-seq value at all B73 CN enhancers (numbers shown in **a**), with the boxplot showing the mean and ranging from first to third quartiles, whiskers mark 1.5×IQR, and outliers are not shown.

Interestingly, many distal H3K27ac peaks without H3K4me1 were also transcribed, either on one strand or on both strands (Fig. 5a, b; Supplementary Fig. 6a, b). These bi-directionally expressed non-coding RNAs had additional molecular signatures reminiscent of animal enhancer RNAs (eRNAs), notably the presence of a 5’-cap, as shown by RAMPAGE (Fig. 5a, b; Supplementary Fig. 6a, b). In addition, enhancers with bi-directional eRNAs had higher levels of H3K27ac and H3K4me3 (Supplementary Fig. 6c), and were more differentially accessible to MNase (Fig. 5c)^35^. In maize, RdDM targets mCHH islands neighboring genes and *cis*-regulatory elements^58,59^. Consistently, we observed high levels of 24nt siRNAs at the borders of enhancers, especially those with bi-directional eRNAs (Fig. 5d; Supplementary Fig. 6c), which accompany higher DNA methylation (Fig. 5f) in seedlings^59^. On the other hand, shRNAs (30–150 nt), including presumptive Pol V transcripts, were mostly produced within the enhancer region (Fig. 5e; Supplementary Fig. 6c).

Validating the importance of these enhancers in gene regulation, TFBS were more often in regions of bi-directional eRNAs than in control regions of similar sizes (“Methods”), or than in the misannotated genes with H3K4me1 (Fig. 5g). Furthermore, by comparing to previously published STARR-seq data^10^, we found that enhancers with bi-directional eRNAs had higher enhancer activity than other distal enhancers or control regions (Fig. 5h). Despite their strong enhancer activity in vitro, these enhancers appeared to be expressed mostly in a tissue-specific manner in vivo (Supplementary Fig. 6d). These enhancers were also longer than enhancers without transcripts, but limited in size to several kilobases in all maize tissues (Supplementary Fig. 7a), shorter than “super-enhancers” in mammals which average several tens of kilobases^21^. The enhancer length did not seem to influence enhancer activity, since activity was higher in enhancers with bi-directional eRNAs in all tissues, whether measured by the maximum, the mean, or the median STARR-seq value in each enhancer (Supplementary Fig. 7b). Further supporting the activity of these enhancers, enhancers with bi-directional eRNAs showed the highest overlap with OCRs identified by ATAC-seq in comparable immature ears from other studies^10,38^, often including 2 OCRs within the same enhancer (Fig. 6a).

**Fig. 6:**
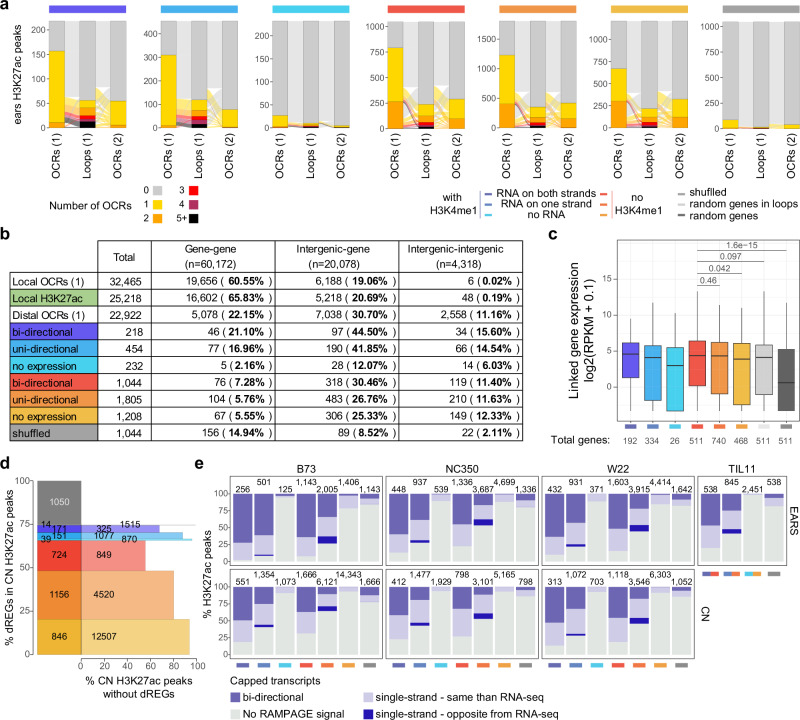
Enhancer RNA-expressing regions are enriched in chromatin loops. **a** Alluvial plots showing the number of open chromatin regions (OCRs) intersecting H3K27ac peaks, split by the presence of H3K4me1 peak within 1 kb, and the presence of RNA within the peaks. H3K27ac peaks identified in B73 immature ears were compared to OCRs from ATAC-seq and to chromatin loops from Hi-C from (1) Sun et al. ^38^ and to OCRs from (2) Ricci et al. ^10^. The highest overlap is between Sun et al. ^38^ OCRs and enhancers with bi-directional enhancer RNAs (eRNAs). **b** Table summarizing the number of enhancers found in the chromatin loop anchors identified by Hi-C^38^. H3K27ac peaks within 2 kb of a gene body (local H3K27ac, green) are more often in a loop than local OCRs. Distal H3K27ac peaks are included in intergenic loops to similar levels than OCRs. The presence of H3K4me1 however increases the percentage of these regions to be within loops, which support their classification as misannotated genes. **c** Expression level in immature ears (log_2_(RPKM + 0.1)) of the genes linked by chromatin loops to the different types of enhancers described in (**a**). Genes linked to enhancers with bi-directional eRNAs are more highly expressed than random genes, but marginally more highly expressed than random genes in loops (two-sided *t* test). **d** Intersection between elements with bi-directional nascent transcripts identified by discriminative regulatory-element (dREGs) in maize GRO-seq data^33^ and H3K27ac peaks in the coleoptilar node (CN). **e** Percentage of H3K27ac peaks with RAMPAGE signal, in immature ears and CN of each inbred. From 30 to 70% of enhancer RNAs are capped in bi-directional enhancers, while 10 to 30% of enhancers with stranded RNA-seq transcripts also have bi-directional RAMPAGE signal, suggesting an underestimation of the total number of bi-directional enhancers.

We then attempted to link these enhancers to the genes they regulate by intersecting putative enhancer regions with chromatin loops previously identified by chromatin conformation capture (Hi-C)^38^. Around half of the enhancers with bi-directional eRNAs were present in chromatin loops, in similar proportions as previously identified distal OCRs (Fig. 6b). Conversely, misannotated genes, marked by H3K4me1, were more often at chromatin loop anchors (Fig. 6b), which are enriched in gene-gene contacts. By comparison, local H3K27ac peaks were highly represented in gene-gene chromatin loops, slightly more (65% vs 60%) than local OCRs identified by ATAC-seq. Genes linked to enhancers with bi-directional eRNAs were more highly expressed than randomly selected genes, but only marginally more highly expressed than random genes present in chromatin loops (Fig. 6c), which already represent a subset of highly expressed genes.

The existence of enhancer RNAs in plants has been controversial, although recently bi-directional transcripts were identified at some regulatory regions in Arabidopsis^60^. In maize, analysis of nascent transcripts by GRO-seq initially failed to detect bi-directional transcripts at distal non-coding regions^61^, but subsequent reanalysis of the same data using the discriminative regulatory-element detection (dREG) algorithm^62^ identified around 4000 such regions in seedling shoots^33^. These regions corresponded to around half of the bi-directionally transcribed enhancers detected by MaizeCODE in the CN (Fig. 6d), as well as to some misannotated genes. RAMPAGE data indicated that 30 to 70% of the transcripts identified at the distal enhancers were capped, with similar levels in all tissues and inbreds analyzed (Fig. 6e). In addition, about 30% of H3K27ac peaks without H3K4me1 and with single-stranded RNA-seq expression also showed bi-directional GRO-seq and/or RAMPAGE signal (Fig. 6e), suggesting that the total number of enhancers with bi-directional eRNAs is underestimated in our datasets.

### Evolution of gene regulation during evolution and domestication

To investigate the impact of domestication on differential transcription, we set about comparing gene regulation between TIL11 and modern maize inbreds. Genes that were differentially expressed in each TIL11 tissue were compared to their closest homologs in other inbreds (“Methods”) to ask if they were also differentially expressed (Fig. 7a). 

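In B73, genes that differed between pollen and another tissue were more often lower than higher in pollen. Against CN, 9647 genes were lower and 5277 higher in pollen, against immature ears 8529 and 5514, against root tips 8882 and 5485, and against endosperm 8120 and 5417. The largest number of DEGs in a pair without pollen was found between CN and endosperm, where 4935 genes were higher in CN and 2109 higher in endosperm. With library size only, which shifts every gene of pollen down, 17496 genes were lower and 2240 higher in pollen against CN, 16670 and 2375 against immature ears, 16418 and 2491 against root tips, and 14961 and 2754 against endosperm. With DESeq2 the 2 directions were closer, with 8628 and 5747, 7417 and 6205, 7707 and 6102, and 6864 and 6158 genes in the same order. The smallest number of DEGs in a pair with pollen and the largest in a pair without pollen were 17715 and 8237 with library size only, and 13022 and 7061 with DESeq2.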

As noted earlier, pollen had the most differentially expressed genes, and this pattern was observed in all inbreds including TIL11 (Fig. 3; Supplementary Fig. 3). From the 10,531 DEGs in TIL11 pollen versus all other tissues, almost two thirds of their homologs were also DEGs in NC350 and B73 pollen versus all other tissues (65%, 62% respectively), and 57% were also DEGs in W22 pollen versus all other tissues (Fig. 7a). In coleoptilar nodes and in root tips, these proportions were slightly reduced, between 30 and 40% in the three inbreds. This proportion was drastically decreased in immature ears, where 10% or less of the genes differentially expressed in teosinte retained tissue-specificity in modern maize inbreds, including many novel genes in maize with no close homolog in teosinte (Fig. 7a; “Methods”). Overall, these results demonstrate that among the tissues studied here, tissue-specific gene expression evolved most rapidly in immature ears.

**Fig. 7:**
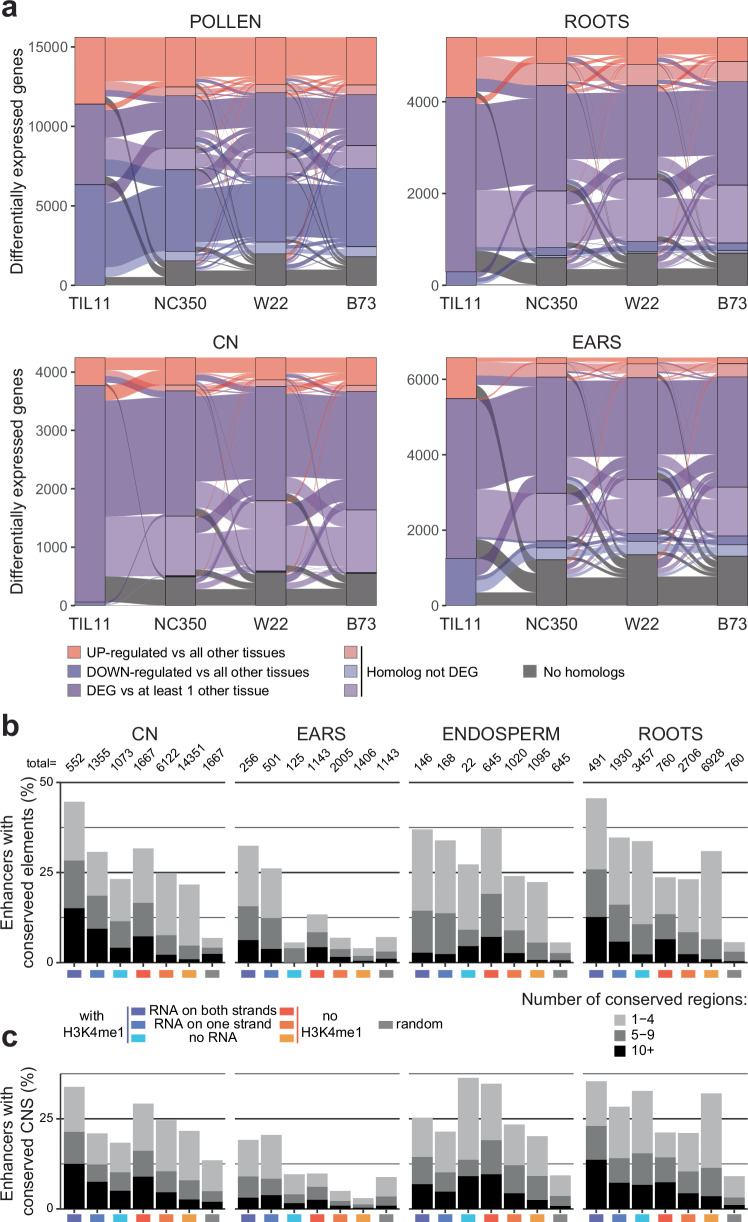
Domestication had a greater impact on transcription profiles and enhancersin ears. **a** Alluvial plot showing the differentially expressed genes (DEGs) in four tissues of TIL11, and whether their homologs in modern maize maintain this differential expression. These plots show high level of transcription profile conservation in pollen, moderate levels in coleoptilar nodes (CN) and root tips, and low levels in immature ears, in addition to more genes not having a homolog (“Methods”). **b** Percentage of enhancers containing conserved regions in the pan-andropoganeae clade identified by PhastCons (“Methods”). **c** Percentage of enhancers containing conserved regions identified by Conservatory CNS (“Methods”). In both conservation analyses, misannotated genes show high levels of conservation as do the enhancers, especially the ones with bi-directional enhancer RNAs, in all tissues but in immature ears.

We next performed H3K27ac ChIP-seq in immature ears of TIL11, and identified distal putative regulatory regions with similar molecular signatures as in the modern maize inbreds (Supplementary Table 1; Supplementary Fig. 2a; Fig. 6e). We found similar small RNA signatures in TIL11 as in modern inbreds, with 24nt siRNAs targeting RdDM at the boundaries of active distal regulatory regions, while shRNAs were expressed within the regulatory regions (Supplementary Fig. 8). We next assessed the impact of domestication on tissue-specific *cis*-regulation by intersecting the different clusters of distal H3K27ac peaks identified above with conserved regions defined using PhastCons^63^ on the whole pan-andropogoneae clade (“Methods”). Between 25% and 50% of distal H3K27ac peaks neighboring H3K4me1 peaks had at least one—and often more than 10 - conserved regions, in all tissues, consistent with misannotated genes (Fig. 7b). In pollen, CN and roots, the remaining distal enhancers (those without H3K4me1) also had a higher number of conserved regions, correlating with an increase in eRNA transcription (Fig. 7b). However, in ears, a much lower number of enhancers contained conserved regions, barely higher than the control regions (Fig. 7b). These results indicate that *cis*-regulatory elements driving tissue-specific expression in maize ears were impacted by domestication. To further examine the conservation of these enhancers, we used the conserved non-coding sequences (CNS) identified by the Conservatory Project^64^. Higher numbers of conserved regions were again found in enhancers with bi-directional eRNAs from all tissues, except from immature ears (Fig. 7c). This analysis supports the idea that these “super-enhancers” have been conserved throughout the Poaceae, but that the ones driving differential expression in the ears of modern maize are not conserved.

## Discussion

The MaizeCODE initiative follows in the footsteps of the ENCODE project^17,18,65^ in cataloging regulatory regions in different tissues and inbred lines, so as to better understand the diversity of transcriptional regulation in maize. Additional datasets from teosinte enabled the analysis of tissue-specific transcription regulation in the context of domestication. In each inbred, most active histone marks were shared between all tissues tested (Fig. 1d). B73 immature ears had around 33,000 H3K27ac peaks in total (Fig. 1c), whereas more than 25,000 H3K27ac peaks were distal in coleoptilar nodes (Fig. 5a). It is likely that variation in the number of active enhancers in each tissue is caused by the heterogeneous composition of cell-types, a prediction borne out by single cell ATAC-seq studies of open chromatin regions (OCRs) in similar tissues^28^. Importantly, up to one quarter of the enhancers identified here in 5–10 mm immature ears by H3K27ac did not overlap with OCRs from 2 to 5 mm immature ears^38^, highlighting the dynamic regulation of histone modifications and chromatin accessibility during plant development. In W22, however, immature ears and coleoptilar nodes had about 40,000 H3K27ac peaks, among which about 2,500 peaks were specific to each tissue, and about 2,500 were shared only between these two tissues (Fig. 1d). Despite such large variation, the molecular signatures at enhancers, and notably the presence of capped, poly-A tailed, bi-directional enhancer RNAs were identified in all inbreds and tissues studied here (Fig. 5; Fig. 6e; Supplementary Fig. 6). The overall number of such “super-enhancers” was less variable between tissues (Supplementary Fig. 6d), although we cannot exclude the possibility that enhancers more highly enriched in H3K27ac (Supplementary Fig. 6c) were the easiest to identify. It is important to note that variation in the quality of chromatin preparations inherent to the different tissues, with additional contributions from sequencing depth and the peak calling algorithm could have a large impact on the number of peaks, and thus enhancers, identified (see Supplementary Data 2 for sequencing metrics). Nonetheless, biological variation is very significant. For example, *BOOSTER 1* (*B1*) has a conserved regulatory region which is active in coleoptilar nodes in B73, but drives expression in immature ears in W22 (Supplementary Fig. 5). *B1* is responsible for coleoptile pigmentation in B73, and glume pigmentation in tassels of W22. Differences in TE insertions in the region between the enhancer and the TSS in B73 and W22 could be responsible for this effect. Linking distal enhancers to their target genes can be done using chromatin conformation capture (Hi-C)^38,66^. We found that our enhancers were as often included in chromatin loops as OCRs marked by ATAC-seq (Fig. 6b), yet the expression level of the genes they are contacting were only marginally increased compared to random genes forming loops (Fig. 6c). Further studies would be required to more precisely associate enhancers to the genes they regulate, and to allow comparison between the different tissues and inbreds.

While the existence of transcripts at distal enhancers in plants has now been shown in multiple species through RNA-seq, capped small RNA-seq or global run-on sequencing^27,33,38,60^, their functions are less clear than in mammalian systems^22,27^. The number of distal H3K27ac peaks with bi-directional transcripts found in our data is consistent with these studies (~10% depending on the tissue, Fig. 5a; Supplementary Fig. 6a). These bi-directional transcripts were identified by RNA-seq amplified using poly(dT) and random primers, and not all were capped (Fig. 6), thus likely including both stable and unstable transcripts. Together, our results and that of other studies overwhelming support the existence of bi-directional eRNAs in plants, and their important role during development. Considering the differences in genome organization and transcription regulation between plant and mammalian systems^22,67–70^, it is however likely that they serve a different molecular function in plants, which constitute an exciting prospect in the field.

In mammalian genomes, H3K4me1 is associated with enhancers, whether poised or active^19,39^. In plants, H3K4me1 is associated with gene bodies^71,72^, and its pattern in all maize tissues and inbreds was consistent with previous studies^10^ (Fig. 1). In this study, we went one step further and used H3K4me1 as a proxy for genes (Fig. 5; Supplementary Fig. 6). Validating this approach, distal H3K27ac peaks marked by H3K4me1 were more often present at chromatin loop anchors than bona fide enhancers, or than OCRs identified with ATAC-seq^38^ (Fig. 6). This is consistent with previous work in maize that found that unmethylated regions of the genome (UMRs) with inaccessible chromatin had higher H3K4me1 levels than accessible ones, unlike H3K27ac and H3K4me3, which were higher in accessible UMRs^59^. H3K4me1 can be deposited in transcription-dependent and independent mechanisms^54^, potentially explaining the seemingly contradictory results of H3K4me1 being positively correlated with transcription, yet not being correlated with differential expression (Supplementary Fig. 4). H4K16ac (as well as H2B ubiquitination) has been implicated in the recruitment of H3K4me1 methyltransferase^54^, and prevents chromatin remodeling by the epigenetic regulator DDM1^73^, which is found at RdDM targets in maize^74,75^. These observations suggest that H3K4me1 is present on genes that are not being silenced by DDM1, potentially allowing transcription elongation or preventing ectopic RdDM.

Transposable elements are drivers of *cis*-regulatory elements in plant genomes^76^, and the regulation of *tb1* is a well-known example of their impact on maize domestication^10,77^. TEs are under tight epigenetic control during the life-cycle of plants, and mechanisms responsible for keeping them in check include small RNAs and RdDM^78–80^. In maize, epigenetic signatures of mCHH methylation and 24nt siRNAs are found at gene boundaries, presumably to prevent euchromatic marks leaking into silenced TEs^58,59,81^. We also found that siRNAs and mCHH methylation are sharply elevated at the borders of distal regulatory elements in both modern maize and in teosinte (Fig. 4; Supplementary Figs. 6, 8). In addition, levels of siRNA, shRNA and mCHH were positively correlated with enhancer strength, being higher in enhancers with bi-directional eRNAs, than enhancers with eRNAs on one strand, than enhancers without eRNA (Fig. 5a, d; Supplementary Fig. 6a, c). A possible explanation for this observation is that enhancer strength and increased DNA accessibility (Fig. 5; Supplementary Fig. 6) enable easier access to RNA polymerase IV and Pol V (and therefore to the RdDM machinery) in the same way as they enable access to Pol II (Supplementary Fig. 9). It is thus possible that the role of RdDM in maize – to prevent leakage of active transcription from enhancers into surrounding TEs – originates from the expression of enhancer RNAs.

In pollen, as previously observed^47^, TEs are strongly upregulated, with almost half of all unique RAMPAGE signals overlapping with TE annotation (Fig. 3c). Similar results were obtained in endosperm, which shared other features with pollen including differential expression of telomere maintenance genes (Fig. 3b; Supplementary Fig. 3b, c). Intriguingly, small RNA sequencing revealed pollen-specific clusters of small RNAs on each chromosome, derived from long non-coding hairpins (Fig. 4). Overlapping 21, 22, and 24nt hairpin small RNAs from the same sequence in otherwise very long hairpins, are a feature of proto-miRNAs, thought to be the precursors of miRNAs in plants^82^. In teosinte *mexicana*, one such cluster on chromosome 5 has recently been identified as a selfish genetic element responsible for *Teosinte Pollen Drive*, a gamete-killing incompatibility in teosinte hybrids with maize inbred W22^52^. Variation among pollen specific proto-miRNA in modern maize reported here could reflect a history of similar hybridizations during domestication and diversification.

Consistent with the focus of breeding and domestication on yield and harvest traits, transcriptional regulation in immature maize ears showed very little conservation with teosinte, both in terms of patterns of expression of orthologous genes (Fig. 7a) and of their *cis*-regulatory elements (Fig. 7b, c). These results suggest that enhancers were not only reshuffled by TE insertions, as in the case of *tb1*, but evolved as rapidly as the genes they regulate, while maintaining their ability to drive strong transcription during domestication (Fig. 5e; Supplementary Fig. 7b). The highest level of transcriptional conservation between maize and teosinte was found in pollen (Fig. 7a), despite having the most unique transcriptional profile of all the tissues examined for both coding and non-coding RNAs (Fig. 3; Fig. 4; Supplementary Fig. 3). This transcriptional profile is likely representative of conserved functions in reproduction, since breeding relies on fecundity and genome stability. It is also possible that conservation of pollen gene expression between maize and teosinte, which is otherwise unique among tissues, is the result of gene drive mechanisms such as *Teosinte Pollen Drive*^52^, that could be responsible for the fixation of epigenetic factors in modern maize varieties, and for the establishment of the molecular signatures identified here at their regulatory regions.

## Methods

### Plant material and growth conditions

Seeds stocks for B73, W22 and NC350 were obtained from the Maize Genetics Stock Center, and for TIL11 from Dr. John Doebley.

For collecting immature ears, maize inbreds were grown in the CSHL Uplands Farm field in the summer until they reached the appropriate stage. The plants were collected from the field, and 5–10 mm primary and secondary ear primordia were dissected in the lab then frozen in LN_2_ and stored at –80 °C. TIL11 plants were grown in CSHL Upland Farm field from September to early October to promote floral transition by natural short day conditions. Immature TIL11 ears at an equivalent development stage (with inflorescence meristems, spikelet pair meristems, spikelet meristems and floral meristems) were collected under a dissecting microscope, frozen in LN_2_ and stored at –80 °C.

For maize pollen samples, shedding tassels of field-grown plants as described above were bagged in the evening and mature pollen was collected the following day. After passing through a sieve to remove anthers, pollen was frozen in LN_2_ and stored at –80 °C.

For harvesting TIL11 pollen, plants were grown in a short day (8 h light/16 h dark) walk-in chamber to promote floral transition. Fresh pollen was harvested, frozen in LN_2_ and stored at –80 °C.

For maize endosperm samples, ears of field-grown plants were sib-pollinated and collected 15 DAP. Endosperm was dissected in the lab, frozen in LN_2_ and stored in –80 °C.

For maize and teosinte root tip samples, seeds were germinated on wet paper towels in a Pyrex dish in an incubator at 26 °C in continuous darkness. After 5 days, 1–3 mm root tips were cut off with a razor blade on ice, frozen in LN_2_ and stored at –80 °C.

For maize and teosinte coleoptilar nodes samples, seeds were germinated in flats in a long day (8 h dark/16 h light) growth chamber, 27 °C day and 24 °C night, and light at 130 μmoles. After 5 days, seedlings were unearthed and 5 mm sections around coleoptilar nodes were dissected on ice, frozen in LN_2_ and stored at –80 °C.

At least three biological replicates of each tissue were collected.

### PacBio HiFi and ONT long-reads whole-genome sequencing of TIL11

Extracted DNA from TIL11 leaf nuclei was analyzed by Femto Pulse to assess fragment length distribution. For PacBio HiFi, DNA was sheared to ∼15 kb using a Diagnode Megarupter following manufacturer’s recommendations. DNA was prepared for PacBio sequencing using the PacBio template prep kit 10. Briefly, 5ug of fragmented DNA prepared for sequencing via the PacBio kit, prepared libraries were size selected on Blue Pippin (Sage) from 10–15 kb, and sequencing primer v2 was used. The library was loaded at 70pM on a PacBio Sequel II with a 48 h movie. Circular Consensus processing was performed in SMRTLink to ensure multiple passes per fragment, and >=Q20 reads were selected for downstream assembly.

For ONT long reads sequencing, DNA was sheared to ∼30 kb using a Diagnode Megarupter following manufacturer’s recommendations. DNA was prepared for Nanopore sequencing using the ONT 1D sequencing by ligation kit (SQK-LSK109). Briefly, 2 μg of fragmented DNA was repaired with the NEB FFPE repair kit, followed by end repair and A-tailing with the NEB Ultra II end-prep kit. After an Ampure clean-up step, prepared fragments were ligated to ONT specific adapters via the NEB blunt/TA master mix kit. The library underwent a final clean-up and was loaded onto a PromethION PRO0002 flow cell per manufacturer’s instructions. The flowcells were sequenced with standard parameters for 3 days. Basecalling was performed with Guppy V5 to increase quality.

### Optical map generation

BioNano Optical Mapping was performed at Corteva Agriscience (Indianapolis, IN) following the protocols optimized for the NAM genomes^31^. Briefly, high molecular weight DNA was collected from fresh tissue from seedlings using the Bionano Prep™ Plant Tissue DNA Isolation Kit. Labeling was performed using the DLS Kit (Bionano Genomics Cat.80005) following manufacturer’s recommendations along with optimizations from the NAM samples. DNA was stained and quantified by adding Bionano DNA Stain to a final concentration of 1 microliter per 0.1 microgram of DNA. The labeled sample was then loaded onto a Bionano chip flow cell where molecules were separated, imaged, and digitized in the Saphyr System according to the manufacturer’s recommendations (https://bionanogenomics.com/support-page/saphyr-system/). Data visualization, processing, and DLS map assembly were conducted using the Bionano Genomics software Access, Solve and Tools.

### TIL11 genome assembly and assessment

Prior to the genome assembly, we first assessed the size and heterozygosity of the TIL11 genome by analyzing the frequency distribution of 21-mers within the PacBio HiFi reads using KMC v3.1.1^83^ and GenomeScope v2.0^84^. This analysis confirmed the high quality of the HiFi reads and very low rates of residual heterozygosity (<0.001%) with on average 22x coverage in reads averaging 11.7kbp. Following this initial evaluation, we proceeded with the de novo assembly of long reads from PacBio HiFi Sequencing data using HiCanu^84,85^ optimized for high-fidelity long reads. The resultant assembly spanned 2.397 Gb with a contig N50 of 22.4Mbp (max: 95.0Mbp). These contigs were then scaffolded and packaged following the protocol used for the Maize NAM accessions^31^ using BioNano optical mapping data with the Bionano Access software and ALLMAPS. This yielded a highly contiguous & accurate, chromosome scale assembly with a scaffold N50 of 229.43Mbp and a contig N50 of 45.03Mbp.

We assessed both consensus accuracy and completeness by analyzing the HiFi k-mer copy number spectra using Merqury version 2020-01-29^86^. Additionally, to gauge assembly completeness, we employed BUSCO v5.0.0^86,87^ with the embryophyta database from OrthoDBv10^88^ in genome mode. We investigated augmenting the assembly using the ONT long reads but found only potentially marginal improvements so did not include these results. Assembly based Structural Variants (SV) were characterized by aligning the chromosome scale assemblies of B73v5, NC350 and W22 lines to TIL11 using winnomap^89^ and further analyzing them using the SyRI package^90^.

### TIL11 annotations and gene orthology

Gene annotations for the TIL11 genome were done using the same protocol as described for the NAM genomes^31^. Orthologous genes were called using the Ensembl Compara Trees^91^. We dumped orthologs between two species from ensembl compara database with API. The orthology is a subclass of homology in the compara database. It was assigned by compara pipeline after reconciliation between gene tree and species tree. For any pair of homologs in a gene family, if their most recent common ancestor went through speciation event, these two homologs were deemed as orthologs. The annotation for TIL11 and comparative analysis with other NAM genomes is available on Gramene Maize (https://maize-pangenome.gramene.org/).

### Chromatin immuno-precipitation sequencing (ChIP-seq) of histone modifications

The following amounts of tissues were used for each chromatin preparation: 10 coleoptilar nodes, 150 root tips, 10 immature ears and 10 endosperms. Chromatin was extracted as previously described^92^. Briefly, tissue was fixed in PBS with 1% formaldehyde under vacuum for 30 min. Crosslinking was stopped by adding glycine solution to 0.1 M final concentration. Fixed tissue was ground with pestle and mortar in LN_2_ and further disrupted using a dounce homogenizer. Chromatin was sheared using Covaris ultrasonicator and 300 μl of the chromatin prep was used for each immunoprecipitation with exception of coleoptilar nodes where 500 μl was used. The following antibodies were used to target chromatin modifications: H3K4me1 (Abcam, ab8895), H3K4me3 (Millipore, 07-473) and H3K27ac (Abcam, ab4729). Mixture of Dynabeads with proteins A and G (1:1) (Invitrogen) was used to pull-down the protein/DNA complexes and DNA was purified using ChIP Clean-up and Concentrator kit (Zymo Research). Libraries were constructed using Ultra II DNA kit (NEB).

### ChIP-seq of transcription factors

TU1-A-YFP, the dominant duplication^12^, and GT1-YFP^11^ transgenic lines were introgressed into the *bd1;Tunicate* (*bd1;Tu*) double mutant background, which produces highly proliferative ears, to generate large amounts of ear tissue. ChIP experiments were adapted from a previously described protocol^44^. Briefly, two biological replicates of freshly harvested ear tissues were cross-linked in ice-cold buffer containing 10 mM HEPES-NaOH PH7.4, 1% formaldehyde, 0.4 M sucrose, 1 mM EDTA, and 1 mM PMSF, for 20 min under vacuum. Glycine was then added to a concentration of 0.1 M for another 5 min under vacuum to quench the crosslink. Nuclei extraction and immunoprecipitation were conducted as previously described^45^ using CelLytic PN Isolation/Extraction Kit (Sigma-Aldrich) and high-affinity GFP-Trap magnetic agarose (ChromoTek, gtma-20). ChIP-seq libraries were built as previously described^45^ using NEXTflex ChIP-seq Kit (PerkinElmer Applied Genomics) and AMPure XP beads (Beckman Coulter). ChIP-seq libraries were quantified by KAPA Library Quantification Kits (Roche) and sent for Illumina sequencing. ChIP-seq data generated from previous studies were used for ZmHDZIV6-YFP^45^, FEA4-YFP^44^, KN1^43^ and TB1^8^.

### Whole-transcriptome sequencing (RNA-seq)

For all inbreds and tissues, RNA was extracted with Direct-zol RNA Miniprep Kit (Zymo Research). 1 μg of total RNA was processed with the TruSeq Stranded Total RNA LT Kit (Illumina) as follows: all ribosomal RNAs were removed with RiboZero Plant included in the kit. After RNAclean XP purification (Beckman Coulter), anchored oligo(dT) and random probes were added and the RNA was fragmented. cDNA synthesis was performed followed by 2nd strand synthesis, 3’ adenylation, adapter ligation and target amplification. After purification with AMPure XP (Beckman Coulter) samples were quantified on a 2100 Bioanalyzer using a HS-DNA-Chip (Agilent), and adjusted to a concentration of 10 nM. Libraries were then pooled at equimolar concentration and sequenced on an Illumina NextSeq 500 Sequencer with a paired end 150 bp run.

### RNA annotation and mapping of promoters for the analysis of gene expression (RAMPAGE)

This protocol is a modified version of a previously published method^51^. Starting with 5 μg of total RNA, ribosomal RNAs were removed using the RiboMinus Plant Kit for RNA-Seq (Thermo Fisher Scientific) followed by incubation with Terminator 5′-Phosphate-Dependent Exonuclease (TEX) (Lucigen) to remove all residual RNAs containing 5’ monophosphate. We then performed first-strand synthesis using the SMARTer Stranded Total RNA Kit V2- Pico Input Mammalian (Takara). Following purification with RNAclean XP (Beckman Coulter), 5’ cap oxidation, 5’ cap biotinylation, RNase I digestion, and streptavidin pulldown (Cap Trapping) were performed as previously described^51^. Amplification of purified cDNAs (two rounds of PCR to attach Illumina adapters and amplify the libraries) followed by AMPure XP cleanup (Beckman Coulter) was done using the SMARTer Stranded Total RNA v2 kit (Takara), according to protocol. All samples were processed separately, quantitated on a 2100 Bioanalyzer using a HS-DNA-Chip (Agilent), and adjusted to a concentration of 10 nM. Libraries were then pooled at equimolar concentration and sequenced on an Illumina NextSeq 500 Sequencer.

### Total RNA short RNA sequencing (shRNA-seq)

5 μg of total RNA were first depleted of rRNA with the RiboMinus Plant Kit for RNA-Seq (Thermo Fisher Scientific). RNA was de-capped using Cap-Clip Pyrophosphatase. The Illumina Truseq Small RNA protocol was used as follows: 3’ and 5’ adapters were ligated, followed by reverse transcription and amplification of the library. The BluePippin Size Selection system (Sage Science) was used to select library fragments ranging from 100 to 205 nt with the 3% agarose gel cassettes. Samples were quantified on a 2100 Bioanalyzer using a HS-DNA-Chip (Agilent), and adjusted to a concentration of 5 nM. Libraries were then pooled at equimolar concentration and sequenced on an Illumina NextSeq 500 Sequencer using a single end 150 bp run.

### Data analysis pipeline

Data analysis was performed using the MaizeCODE pipeline and accompanying scripts: https://github.com/martienssenlab/maize-code.

In brief, adapters were trimmed from raw sequencing files with cutadapt^93^ and data quality was assessed before and after trimming with FastQC. For ChIP-seq, trimmed files were mapped with bowtie2^94^ and processed with samtools^95^.

Peaks were called with Macs2^96^ and transcription factor motifs with the Meme suite^97^. For all samples, the two biological replicates were merged after mapping, split randomly into two pseudo-replicates and only the peaks called in the merged sample as well as in both pseudo-replicates were selected. For TB1, using the peaks identified in both biological replicates by Irreproducible Discovery Rate (IDR)^98^ generated more accurate results.

For RNA and RAMPAGE, trimmed files were mapped with STAR^99^. Differential gene expression analysis for RNAseq was performed with EdgeR v3.32.1^100^ and Gene Ontology analysis with rrvgo v1.5.3^101^ and topGO v2.42.0^102^ from GO databases created with GOMAP^103^. Transcription start sites were called with Macs2 using RNAseq as controls. For shRNA-seq, trimmed files were depleted of structural RNAs by mapping to rRNAs, snoRNAs and tRNAs with bowtie2. The unmapped reads were then mapped with Shortstack^104^. Mapped reads of 20 to 24nt were used to call sRNA loci with Shortstack, whereas reads longer than 30nt were kept for shRNA tracks. For DNA methylation, published datasets were processed with Bismark^105^. Browser tracks for all types of data were generated with Deeptools^106^. Heatmaps and metaplots were also generated with Deeptools, except for gene expression heatmaps which were produced with gplots v3.1.3; Upset plots were generated with ComplexUpset v1.3.3^107^; browser shots with Gviz v1.34.1^108^; boxplots with ggplot2 v3.4.1^109^. The following R packages and their versions were also used for data processing and plotting: dplyr v1.1.0; tidyr v1.3.0; cowplot v1.1.1; RColorBrewer v1.1.3; AnnotationForge 1.32.0; purrr 1.0.1; limma 3.46.0; stringr 1.5.0; wesanderson 0.3.6.

See Supplementary Data 2 for all sequencing library metrics.

### Random control regions in mappable space

The B73 genome was fragmented into 150 bp non-overlapping bins, which were then treated as single-end reads and mapped back to their respective genome following the same pipeline as ChIP-seq datasets. Only regions of the genome with at least one read mapped were kept as mappable. Bi-directionally expressed enhancers from each tissue individually were then randomly shuffled within this mappable space using the bedtools shuffle command^110^ in order to keep the same number and size distribution.

### Analysis of conservation within enhancers

An Andropogoneae phylogeny was inferred based on all genome-wide fourfold degenerate sites with <50% Androgoneae-wide missingness using RAxML. A neutral model of evolution was fit to this phylogeny using phyloFit from the PHAST 1.4 package^63^. A set of most conserved elements was generated using the PhastCons “most-conserved” flag from the PHAST package with an expected length of 40 bp, after training to generate models of conserved and non-conserved elements using genome-wide multiple alignments with “--coverage 0.25”. To prevent reference-bias in the discovery of CNS, the B73 reference was masked and all other Tripsacineae were excluded for the phastCons analyses.

Conservatory CNSs were obtained from The Conservatory Project (www.conservatorycns.com)^64^.

### Statistics and reproducibility

No statistical method was used to predetermine sample size. No data were excluded from the analyses. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## .Supplementary information

Supplementary Information

Peer Review File

Description of additional supplementary files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Source data

Source Data

## Data Availability

The sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code SuperSeries GSE254496. The processed data are available at https://maize-pangenome.gramene.org/. The ChIP-seq sequencing data used in this study are available in the GEO database under accession codes GSE61954 and GSE39161, or in the National Center for Biotechnology Information (NCBI) database under accession codes PRJNA517683 and PRJNA647198. Source data are provided with this paper.

# Supplementary material for: MaizeCODE reveals bi-directionally expressed enhancers that harbor molecular signatures of maize domestication
**Source:** Nat Commun. 2024 Dec 30;15:10854. doi: 10.1038/s41467-024-55195-w
**Supplement:** Supplementary file 3 — Description of additional supplementary files

## **Description of Additional Supplementary files**

**Supplementary Data 1.** List of differentially expressed genes in all pairwise comparisons. Each sheet corresponds to one inbred.

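The copy used here holds the first 1999 of the 90041 rows of the B73 sheet, all from the comparison of CN with immature ears, with 1299 rows marked up and 700 marked down, so no test of the list as a set was made. Its rows pair gene identifiers with positions, which let 5 of the genes that the paper names be found at the position of the RefSeq gene with that symbol or synonym. FEA4 and ZMM19 had no row in this copy. By edgeR's exact test, 700 genes were higher in immature ears and 3055 higher in CN, so the copy holds as many rows as there are genes higher in immature ears but not those of all genes higher in CN, and the shared direction of the 5 genes is favoured by this selection. All 5 were higher in immature ears than in CN, and each was up-regulated versus all other tissues in immature ears. KN1 (Zm00001eb055920, chromosome 1, 277841313 to 277849102) had 121 ± 18.0 TMM-scaled CPM (SD, n = 2) in immature ears and 14.7 ± 2.87 CPM (SD, n = 2) in CN, a log2 fold change of 3.05 (standard error 0.20, adjusted p = 2.16e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TB1 (Zm00001eb054440, chromosome 1, 272330563 to 272332648) had 37.3 ± 1.59 CPM and 0.142 ± 0.00776 CPM (SD, n = 2 each), a log2 fold change of 8.00 (standard error 0.26, adjusted p = 2.04e-10 by that test). GT1 (Zm00001eb007950, chromosome 1, 23433553 to 23435122) had 688 and 603 reads in immature ears and 0 and 1 in CN, a log2 fold change of 9.95 (standard error 0.50) that ranged from 9.28 to 11.82 over 20 settings. RA1 (Zm00001eb312340, chromosome 7, 114958642 to 114959398) had 314 and 270 reads in immature ears and 0 in all libraries of the other tissues, at least 7.77-fold higher with a floor of 3 counts per library and TMM-scaled CPM, where the floor is highest in pollen, or 77.4-fold with library size only. TGA1 (Zm00001eb175150, chromosome 4, 46647931 to 46652896) had 285 and 252 reads in immature ears and 9 and 1 in CN, a log2 fold change of 5.71 (standard error 0.58) that was 8.02 without the first CN library and 4.71 without the second. It overlaps Zm00001eb175160 on the opposite strand, and its reads are uncertain because the use of the strand in counting is not known. The paper's log2 fold changes, turned to the same direction, are 3.05, 8.01, 10.05, 11.22 and 5.71 for KN1, TB1, GT1, RA1 and TGA1. Over all pairs of tissues, edgeR's exact test with tagwise dispersions, another of the settings tried, called 90041 DEGs, the number of rows in the paper's sheet, and gave the paper's log2 fold changes of these 5 genes to all printed digits.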

**Supplementary Data 2.** Metrics of all ChIPseq, RNA, RAMPAGE and short RNA datasets. The first few lines of each sheet contain descriptions of each column.

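For the B73 RNA-seq, the Spearman correlation between the 2 libraries of a tissue over all 39756 genes of the count table was 0.983 in CN, 0.976 in immature ears, 0.974 in endosperm, 0.933 in pollen and 0.977 in root tips. The values that the paper reports for these pairs are 0.987, 0.982, 0.981, 0.944 and 0.981. Within each tissue the correlation was higher than the highest with a library of another tissue, which was closest in immature ears and CN at 0.929. The 100 genes with most reads took 42.5% of the reads in both pollen libraries, 37.0% and 33.4% in endosperm, and between 9.05% and 13.9% in the other libraries. As few as 142 genes held 50% of the reads in each pollen library, and 450 and 571 genes did in endosperm, while between 1308 and 2032 genes did in CN, immature ears and root tips.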

How the deposited data were processed for this re-analysis (not part of the article)

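RNA-seq, RAMPAGE and short RNA-seq of the maize inbred B73 were analysed in 5 tissues, coleoptilar nodes (CN), immature ears, endosperm, pollen and root tips, with 2 libraries per tissue and assay, 30 libraries in all. Tissue and replicate were taken from the sample labels. Supplementary Data 2 also lists 2 libraries per tissue and assay, while the methods state that 3 or more biological replicates were collected. The other inbreds and the chromatin assays were not analysed here. Where the results and the methods give different ages for CN, the age in the methods was used.

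The authors trimmed all reads with cutadapt and mapped RNA-seq and RAMPAGE reads with STAR to the B73 genome, version 5. For RNA-seq they deposited counts, the whole number of reads on each of 39756 genes, without normalization; 0 rows lacked a gene identifier and 0 columns of per-sample values were left unmapped. The program that counted the reads is not given in the sources used here. For RAMPAGE they deposited Macs2 peaks of each library, called with RNA-seq as control, with a score, the fold or ratio over the control, and the −log10 p and −log10 q of each peak. The deposited score, fold and −log10 p were not used, and the deposited −log10 q, or q-value, served only as a stricter limit of 5. For short RNA-seq, the authors removed reads of structural RNAs with bowtie2 and called loci with ShortStack on each library. The deposited tables give, per locus, counts of reads of each length, counts of uniquely aligned reads, the fraction of reads on the top strand and a level in RPM. The deposited RPM does not refer to the mapped reads of Supplementary Data 2, since reads divided by RPM gave a larger total, between 13404826 and 36801376 reads. The RPM given here was therefore computed from the counts and the mapped reads.

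DEGs were called with edgeR 4.0.16 in R 4.3.3. Genes with over 1 CPM in at least 2 libraries were kept, 24288 genes, and scaled with TMM. The quasi-likelihood F-test was run on a fit of all 10 libraries for each of the 10 pairs of tissues, with Benjamini-Hochberg adjustment within each pair. The limits were an adjusted p under 0.05 and a log2 fold change of 2 in size, those seen in Supplementary Data 1, where the smallest size was 2.00 and the largest adjusted p 0.0483. Alternatives were the RLE and upper quartile factors, library size only, the filterByExpr filter, no filter, DESeq2 1.42.0, edgeR's exact test, each pair of tissues fitted alone, the replicate number as a block, a log2 fold change limit of 1, and each library left out in turn with the tested genes kept fixed. Counts were also simulated with the gene means pooled over all libraries, their library sizes, 1 dispersion for all genes and 200 changed genes. Over 22260 genes, in the comparison of pollen with the 4 other tissues, the quasi-likelihood test called 0 unchanged genes. It recovered 100% of the changed genes that were tested at log2 fold changes of 3 and 5 in either direction. The real pairs with pollen had at least 13537 DEGs each. The simulation therefore does not test the effect of scaling in pollen, nor dispersions that differ between genes.

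The same replicate numbers appear in all tissues, but neither the labels nor the paper say that a number marks a shared batch. The correlation between tissues of the difference between replicates 1 and 2 lay between 0.014 and 0.268 over the 10 pairs of tissues, and not all pairs exceeded 0.1, so the libraries were not treated as paired. It was 0.014 to 0.039 in pairs with pollen and 0.086 to 0.268 in the others. A shared replicate effect outside pollen is therefore not excluded.

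Peaks and loci were compared by overlap of at least 1 bp, or 50% reciprocal overlap as an alternative, and the functions for overlap and merging were checked against bedtools 2.31.1 on simulated intervals. The chromosome 3 hairpin used loci with at least 50% of their length in the interval of Fig. 4d. Shares of regions have 95% Wilson intervals. Exact permutation tests set 2 libraries against 8 over all 45 splits, with a smallest p of 0.0222. They count each library as independent, although the libraries are pairs from 5 tissues. With tissues as units, 1 against 4, no p under 0.2 is possible. On simulated independent values without a difference, this test gave p under 0.05 in 4.0% of draws. That checks the computation only, since libraries of the same tissue are not independent. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 was used for intervals and tests, and matplotlib 3.10.9 for the plots.

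Samples, alternatives, tests and the rule for named genes were set before the data were examined, apart from the alternatives and tests named below as chosen later. The rule takes each gene the paper names that a table pairs with an identifier, and for pollen, endosperm and immature ears the 2 genes in each direction whose smallest log2 fold change against the other tissues was largest in size. The count table holds identifiers only. Of the first 1999 rows of Supplementary Data 1 for B73, which give positions, 1963 of the 1997 on chromosomes overlapped a RefSeq gene, 1226 with both ends within 200 bp, and names were taken by position for TB1, GT1, RA1, TGA1 and KN1 only. TU1, ZMM19, FEA4, HDZIV6 and B1 were not matched in this way. RA1 is also 1 of the 2 up-regulated genes of immature ears by this rule. The other genes that the rule takes in endosperm and immature ears were not matched to a name, and their identifiers are not printed. The reference names no gene as a telomere gene in a way that could be joined to the count table, so telomere genes, as well as GO terms, TEs and the folding of hairpins, were not analysed here.

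Depth limits precision as follows. With 3 counts as the floor of a library, 0 reads allow up to 0.838 TMM-scaled CPM in pollen and 0.117 in the other tissues. RAMPAGE peaks and small RNA loci are listed only above the callers' limits, so a missing peak or locus sets no upper limit on a level.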

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

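Of the results below, all 3 tests were chosen after the reads had been seen. At the chromosome 3 hairpin, which the paper shows in pollen and CN (Fig. 4d), the clusters of endosperm replicate 1 held 27 reads and those of endosperm replicate 2 held 30 reads, although the paper does not report on endosperm there. No cluster was listed in the interval in either library of CN, immature ears or root tips. The endosperm reads lay in 2 clusters per library, all on the bottom strand, as were nearly all pollen reads. The pollen libraries had 115226 and 77146 reads there, so the endosperm level is far lower.

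A lower calling limit in endosperm is argued against, because the endosperm clusters had at least 0.646 in the authors' deposited RPM, while the lowest cluster of any library lay between 0.516 and 0.568. Misplaced reads from other copies of the sequence are argued against by the 26 of 27 and 30 of 30 reads that aligned at 1 place. Reads carried over from pollen libraries cannot be told apart from reads made in endosperm. In endosperm, 4 reads of 22 nt stood beside 17 of 24 nt in replicate 1 and 4 beside 21 in replicate 2, or 19.0% and 16.0% of 22 nt among the reads of these 2 lengths, compared with 62.2% in pollen (Fisher's exact test, two-sided, p = 0.000114 and p = 2.88e-06). This test counts every read as a separate molecule, which amplified reads are not, and the reads are few. In replicate 2, 15 of the 21 reads of 24 nt lay in 1 cluster of 29 bp, and the other cluster had 3 reads of 22 nt beside 6 of 24 nt. A mixed dissection and a difference between the tissues also remain open, as untested.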

How the results depend on the processing

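Sub-peaks counted separately and the permutation within replicate numbers were the alternatives chosen after the data were seen. The 78 results had 1042 values under the alternatives. Of these, 911 kept their direction and their side of the threshold, or stayed within 1.5 times the count or within the spread, 2 reversed, 105 moved and 24 no longer passed the threshold. Among the 17 results for named genes, 322 of 323 values kept their call, and the exception was 1 up-regulated gene of endosperm under DESeq2.

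Library size only moved the genes down-regulated in CN to 12, those of immature ears to 390 up-regulated and 98 down-regulated, those of pollen to 1734 and 12789, and the down-regulated genes of root tips to 112. It also moved the genes lower and higher in pollen to 17496 and 2240 against CN, 16670 and 2375 against immature ears, 14961 and 2754 against endosperm, and 16418 and 2491 against root tips. A log2 fold change limit of 1, which lets more genes pass by its construction, gave 1524 up-regulated and 61 down-regulated genes in CN, 828 and 415 in immature ears, 1714 and 1044 in endosperm, 1316 and 501 in root tips, 6990 DEGs in the pair with fewest, 11864 in the pair without pollen that had most, and 4572 genes higher in endosperm than in CN. The other values of these counts stayed within 1.5 times.

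With the replicate number as a block, the counts were 948 and 23 in CN, 255 and 227 in immature ears, 928 and 486 in endosperm, 3850 and 5298 in pollen, and 737 and 232 in root tips, with 90535 DEGs over all pairs. By the correlations given above (0.014 to 0.268), pairing by replicate number was not assumed, but a shared effect outside pollen is not excluded. For values per library, labels were also permuted only within replicate numbers, as a replicate block with 25 arrangements and a smallest p of 0.04. This exact permutation test gave p = 0.04 for the distance of pollen, RAMPAGE peaks (-20412.4 in pollen minus the other tissues), the 21, 22 and 24 nt reads at the chromosome 3 hairpin and the share of 24 nt reads in the top clusters, p = 0.88 for small RNA clusters and p = 0.76 for the 24 nt share. For endosperm, 1.06 times as distant as the next tissue, p was 0.08, since a second rank among 25 gives no lower p. No paired analysis was run for shared regions, shares in genes and hairpin-like loci, as these results come from no test. They were computed with 1 replicate alone instead.

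Without 1 library, the distance of pollen was 1.51 to 1.70 times that of endosperm, and that of endosperm 1.04 to 1.08 times that of the next tissue. The order held without each library. Without a library of CN, immature ears or root tips, pollen came first among 36 splits (one-sided exact permutation test, p = 0.0278) and endosperm second (p = 0.0556, the lowest that a second rank allows). Without a pollen library endosperm came first (one-sided exact permutation test, p = 0.0278). A tissue with a single library left has no test. The design also ends the calls without 1 replicate number, where 1 library against 4 gives no p under 0.2: RAMPAGE peaks per library were -21807 to -19018 in pollen minus the other tissues, RPM at the chromosome 3 hairpin 582 to 634 (21 nt), 2183 to 2858 (22 nt) and 1336 to 1731 (24 nt), the share of 24 nt reads in the top clusters 16.2 to 16.7 percentage points, and the lowest ratio of 24 nt to 21 and 22 nt reads 1.33 to 1.47 (exact sign test over 5 libraries, smallest p 0.0625).

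TSS in either replicate numbered 42198 in immature ears, 52661 in endosperm, 19060 in pollen and 40825 in root tips, with 19003 regions unique to endosperm. With 1 replicate, endosperm had 39903 to 40106 TSS and 12312 to 13214 unique regions. Sub-peaks counted separately gave 45018 TSS in CN, 44663 in immature ears, 39984 in endosperm and 41426 in root tips. With 50% reciprocal overlap, 3918 regions were shared by all tissues and 6321 by all except pollen. Shares in genes have narrow intervals, so small changes pass them. Regions shared by all tissues were in genes at 99.2% with genes extended by 2 kb and 97.8% with either replicate. Those of at least 2 tissues were at 97.5% and 92.5% under these settings, 93.7% to 94.5% with 1 replicate, 96.2% at a −log10 q of at least 5 and 96.4% with reciprocal overlap. Outside genes lay 40.9% (extended), 63.7% (either), 59.0% to 61.2% (1 replicate) and 53.4% (reciprocal) of regions unique to pollen, and 31.8%, 43.4% and 39.3% to 41.1% of those unique to endosperm under the first 3. For regions unique to immature ears, root tips and CN the shares outside genes were 11.0%, 8.90% and 4.98% (extended), 35.1%, 24.7% and 24.3% (either), and 27.9% to 31.2%, 20.6% to 22.0% and 19.2% to 19.7% (1 replicate). At a −log10 q of at least 5 they were 13.3% in immature ears and 6.08% in CN, and with reciprocal overlap 12.5% in immature ears.

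Small RNA clusters in either replicate numbered 121796 in endosperm, 191816 in pollen and 114618 in root tips, with 120330 regions unique to pollen and 24199 shared by all tissues. With 1 replicate there were 83390 to 102375 clusters in endosperm and 104741 to 139398 in pollen, 66321 to 90642 regions unique to pollen and 14005 to 16760 shared by all. The difference in clusters per library, pollen minus the other tissues, was 2851 in the main setting and changed sign to -34664 at 2 or more RPM (two-sided exact permutation test, p = 0.0222), and ranged from -11761 to 17463 with 1 replicate (p of 0.8 or more). At 2 or more RPM, clusters numbered 64714 in CN, 69407 in immature ears, 35696 in endosperm, 13144 in pollen and 38148 in root tips, and regions 6638 (unique to pollen), 2608 (shared by all) and 14204 (all except pollen). Clusters with a Dicer call only numbered 31720 in endosperm and 20459 in root tips, with 3162 regions shared by all and 9219 by all except pollen. Reciprocal overlap gave 40709 clusters in endosperm, 32059 in pollen and 45617 in root tips, and 2513 and 10118 such regions. These settings keep fewer or more loci by construction; the cause of the size of each change was not tested.

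Hairpin-like loci in pollen numbered 24 at 10 RPM, 6 at 200, 8 at 90% of reads on 1 strand and 37 with any call of 21, 22 or 24 nt, and 16 and 15 with 1 pollen replicate. The correlation of 24 nt reads between pollen and CN was 0.198 in bins of 100 kb. The 24 nt share of pollen did not pass the threshold against the other tissues in any setting. Tests on B1 and on telomere genes were not run. With 2 libraries per tissue, spreads are poorly known, and small RNA libraries had between 7314317 and 33023110 mapped reads, which limits counts of weak loci.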

Differences from the paper's values

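Regions with clusters unique to pollen numbered 28598, while the paper shows about 190000 in Fig. 3d, read by eye. None of the alternatives set before the data were examined came within 1.5 times: the nearest was clusters in either replicate with 120330, followed by replicate 1 alone with 90642 and replicate 2 alone with 66321, and the count was 25365 with a Dicer call, 19262 with 50% reciprocal overlap and 6638 at 2 or more RPM.

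Regions with clusters shared by all tissues numbered 9431, compared with about 31000 in Fig. 3d, read by eye. Clusters in either replicate, with 24199, came within 1.5 times of the paper's value. Those of replicate 1 alone (16760) and replicate 2 alone (14005), with a Dicer call (3162), at 2 or more RPM (2608) and with reciprocal overlap (2513) did not.

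The Spearman correlation between replicates over all genes was 0.983 in CN, where the paper reports 0.987, 0.976 against the paper's 0.982 in immature ears, 0.974 against the paper's 0.981 in endosperm, 0.933 against the paper's 0.944 in pollen, and 0.977 against the paper's 0.981 in root tips. Neither value comes with an error, and the alternatives set before the data were examined do not bear on this value. In both sets pollen is lowest and CN highest.

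The paper states that the majority of siRNA clusters were unique to pollen and that clusters shared by all tissues, and by all except pollen, form the next largest intersections. Here pollen had 15.7% of regions and the second rank, after the 31308 regions shared by CN and immature ears, regions shared by all tissues had rank 7 and those shared by all except pollen rank 3. With clusters in either replicate, or in replicate 1 or 2 alone, regions unique to pollen ranked first with 32.1%, 29.2% and 24.1%, which is below a majority. They had rank 3 with a Dicer call (18.2%) and with reciprocal overlap (12.7%), and rank 6 at 2 or more RPM (6.68%). Of the pollen clusters themselves, 55.8% were found in no other tissue.

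The paper gives 80% for the share of shared TSS in annotated genes. Here 95.8% of the regions found in at least 2 tissues overlapped a gene, and between 92.5% and 97.5% did under the alternatives. The genes used here were the 47019 of RefSeq, while the authors' count table holds 39756 genes. The 2 shares may therefore rest on different annotations. All settings lay above the paper's 80%.

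The paper places most TSS unique to either pollen or endosperm in TEs and intergenic regions. TEs, which can also lie within genes, were not analysed here, so the shares outside genes given here are not the same measure. For pollen the share was 55.5%, between 40.9% with genes extended by 2 kb and 63.7% with TSS in either replicate. For endosperm it was 37.7%, between 31.8% and 43.4% under the same settings, and for both together 46.1%.

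Counts of genes lay within 1.5 times of the paper's. The paper's number of genes down-regulated in CN, 21, was reached with the RLE factors, against 23 in the main setting and 20 with edgeR's exact test. The RLE factors gave 4445 genes down-regulated in pollen, however, where the paper gives more than 5000. The paper's 90041 rows of Supplementary Data 1 for B73 were reached with edgeR's exact test, against 90500. That test gave 255 up-regulated and 185 down-regulated genes in immature ears, against the paper's 260 and 191, and 255 and 226 in the main setting. The paper's methods name edgeR but not the test. Both settings were set before the data were examined.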

Other observations

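The tests of mapped reads and of the 100 most abundant genes, the comparison of RAMPAGE depth, those of the correlation with gene number, and that of the Pearson correlation without hairpin-like loci were chosen after the results were seen. The other tests were fixed before.

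Small RNA clusters of the pollen replicates overlapped each other less (36.8% and 49.3%) than those of any other tissue (61.2% to 83.4%), which bears on every count of clusters unique to pollen. Clusters with few reads as the whole cause are argued against, because at 2 or more RPM the pollen shares rose to 65.5% and 70.0% but stayed under the 83.0% to 96.7% of the other tissues. Fewer mapped reads are argued against by endosperm, which had fewer mapped reads than pollen in both libraries and yet shares of 61.2% and 74.4%. Placement of reads that align at several sites cannot be told apart from a property of pollen: among clusters with at least 50% of reads aligned at 1 place the pollen shares were 59.3% and 74.6%, against 70.7% to 93.3% in the other tissues, so the lower value stayed below the others and the higher did not. Pollen clusters also had the lowest share of uniquely aligned reads, 27.2% and 29.3% against 43.6% to 62.0%. A difference between the pollen collections remains open, as untested.

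The 24 nt reads followed the chromosomes differently in pollen, and the paper ties this to the hairpins. Without the 1% of clusters with most 24 nt reads the average Spearman correlation with CN over 1 Mb bins was 0.198, compared with 0.268 over all clusters. The Pearson correlation, which the bins with most reads govern, rose from 0.0664 to 0.207, while the lowest among the other tissues rose from 0.390 to 0.913. Both stayed far under the other tissues, which argues against a few strong clusters as the whole cause. With only clusters of mainly uniquely aligned reads the Spearman correlation rose to 0.415 and the Pearson correlation was 0.0254, still under the lowest values among the other tissues, 0.894 and 0.373, which argues against read placement as the whole cause, though it may contribute. Without the 13 hairpin-like loci the Spearman correlation was 0.266, but they lie in 13 of the 2137 bins, too few to move a correlation of ranks, so their part cannot be told apart by this measure. For the bins with most reads, the Pearson correlation of 0.0693 without these loci, against 0.390 or more among the other tissues, argues against them as the whole cause. A difference between the tissues in where 24 nt siRNAs arise stays open, as untested.

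In pollen, the Spearman correlation of 24 nt reads with the number of RefSeq genes per bin was 0.167 to 0.175, whereas it was 0.770 to 0.822 in the 8 other libraries (two-sided exact permutation test, p = 0.0222, the smallest p that 2 libraries against 8 allow). Without the 1% of clusters with most 24 nt reads the correlations were 0.102 to 0.109 in pollen and 0.794 to 0.836 in the others, which argues against a few strong clusters. With mainly uniquely aligned clusters they were 0.291 to 0.313 and 0.725 to 0.792, which argues against read placement as the whole cause, though it may contribute. A difference between the tissues stays open, as untested.

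The split of up- and down-regulated genes in pollen shifted with the scaling more than in any other tissue. A few genes taking most of the counts is argued against as the whole cause. Without the 100 genes with most pollen reads, library size only still gave 2103 up-regulated and 10991 down-regulated genes, against 3953 and 5330 with TMM. The TMM factors of pollen, 0.167 and 0.162 with all genes, rose to 0.253 and 0.262, so these genes may account for part of the shift. The factors of the other libraries lay between 0.964 and 1.79. What stays open is a difference in how many genes pollen expresses and in the RNA content of the tissues, for which no spike-in was used here.

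Pollen had the fewest TSS, and fewer reads are argued against: the pollen libraries had at least 44951076 uniquely mapped RAMPAGE reads, and no other library had more than 44251979. The choice of the RNA-seq of each tissue as control for peak calling differs with the tissue and stays open, as does a narrower set of promoters in use in pollen.

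Reads longer than 24 nt made up between 47.2% and 51.1% of the reads in clusters of pollen and root tips, and between 8.82% and 26.4% in the other tissues. The paper does not discuss these reads in clusters.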
